# Renal tubular peroxisomes are dispensable for normal kidney function

**DOI:** 10.1172/jci.insight.155836

**Published:** 2022-02-22

**Authors:** Camille Ansermet, Gabriel Centeno, Sylvain Pradervand, Dusan Harmacek, Andy Garcia, Jean Daraspe, Sai Kocherlakota, Myriam Baes, Yohan Bignon, Dmitri Firsov

**Keywords:** Nephrology, Genetic diseases

## Abstract

Peroxisomes are specialized cellular organelles involved in a variety of metabolic processes. In humans, mutations leading to complete loss of peroxisomes cause multiorgan failure (Zellweger’s spectrum disorders, ZSD), including renal impairment. However, the (patho)physiological role of peroxisomes in the kidney remains unknown. We addressed the role of peroxisomes in renal function in mice with conditional ablation of peroxisomal biogenesis in the renal tubule (cKO mice). Functional analyses did not reveal any overt kidney phenotype in cKO mice. However, infant male cKO mice had lower body and kidney weights, and adult male cKO mice exhibited substantial reductions in kidney weight and kidney weight/body weight ratio. Stereological analysis showed an increase in mitochondria density in proximal tubule cells of cKO mice. Integrated transcriptome and metabolome analyses revealed profound reprogramming of a number of metabolic pathways, including metabolism of glutathione and biosynthesis/biotransformation of several major classes of lipids. Although this analysis suggested compensated oxidative stress, challenge with high-fat feeding did not induce significant renal impairments in cKO mice. We demonstrate that renal tubular peroxisomes are dispensable for normal renal function. Our data also suggest that renal impairments in patients with ZSD are of extrarenal origin.

## Introduction

Peroxisomes are single-membrane-bound organelles that were first found in mouse kidney by Rhodin in 1954 (1). Current estimates suggest that peroxisomes contain more than 50 enzymes involved in a variety of cellular functions, including β-oxidation of very-long-chain fatty acids (VLCFAs), long-chain fatty acids (LCFAs), and long-chain dicarboxylic acid; α- and β-oxidation of branched-chain fatty acids; oxidation of prostaglandins and leukotrienes; metabolism of amino acids; biosynthesis of ether phospholipids (including plasmalogens) and bile acids; redox homeostasis; glyoxylate detoxification; and ferroptosis. Peroxisomes are ubiquitously present in nearly all mammalian cells, with the highest abundance in kidney proximal tubule cells and in hepatocytes. In these cells, peroxisomes occupy about 3% of cell volume, but their number, size, and shape vary significantly during embryonic and postembryonic development (2); their number can grow greatly in various stress conditions (3). Although many peroxisomal enzymes have been well characterized, studies addressing their expression and functional role in the kidney are scarce. Moreover, the overall functional relevance of peroxisomes in the kidney remains largely unknown.

Evidence for a role of peroxisomes in renal (patho)physiology has mainly emerged from human genetics studies. Two types of mutations leading to human peroxisomal disorders have been identified: (i) mutations in so-called peroxin (*PEX*) genes involved in peroxisome biogenesis and (ii) mutations in specific peroxisomal enzymes. The first type of mutations lead to generalized peroxisomal dysfunction causing cerebro-hepato-renal Zellweger’s spectrum disorders (ZSD) (4). Infants with severe forms of ZSD usually die during the first year of life from multiorgan failure. Even though the presence of cortical renal cysts and/or renal oxalate stones in patients with ZSD has been well documented over years (5, 6), molecular mechanisms leading to these impairments remain so far unknown. Other possible renal abnormalities in ZSD have not been investigated because the disease is dominated by neurological complications. The impact of intermediate or milder forms of ZSD on renal function has not been systemically evaluated. Evidence linking single peroxisomal enzyme deficiency to renal pathophysiology also remains limited. Mutations in the liver peroxisomal alanine:glyoxylate aminotransferase encoded by the *AGXT* gene lead to primary hyperoxaluria type I, a disease characterized by deposition of calcium oxalate crystals in the kidney (reviewed in ref. 7). Recently, an autosomal dominant mutation leading to the renal Fanconi syndrome, or generalized dysfunction of the proximal tubule, has been identified in the peroxisomal enzyme enoyl-CoA hydratase and 3-hydroxyacyl CoA dehydrogenase (EHHADH) (8). This mutation causes mistargeting of EHHADH to mitochondria and impairment of mitochondrial function. Genetic studies performed on congenic rat strains have shown that the peroxisomal enzyme hydroxyacid oxidase 2 (HAO2) may play a role in blood pressure control (9, 10). However, whether this phenotype is due to the altered HAO2 function in the kidney or in other tissues remains unknown. In general, data from animal models with kidney-specific defect of peroxisome biogenesis or kidney-specific inactivation of a single peroxisomal enzyme are still missing. Here, we addressed the role of peroxisomes in renal function in male and female mice with conditional ablation of peroxisomal biogenesis in the renal tubule.

## Results

### Generation and basic characterization of infant male and female mice with conditional ablation of peroxisomal biogenesis in the renal tubule.

Peroxisome biogenesis in the renal tubule was disrupted through conditional inactivation of *Pex5* encoding cytosolic peroxisome targeting signal 1 (PTS1) receptor, which is essential for import of PTS1 motif-containing proteins into peroxisomes (11, 12). Conditional deletion of *Pex5* in the renal tubule was achieved using a doxycycline-inducible (DOX-inducible) system (*Pex5*^lox/lox^/*Pax8-rtTA*/LC1 mice, ref. 13). Because functional importance of peroxisomes may be age dependent (14), basic characterization of *Pex5* deficiency in the kidney was performed both in infant and in adult mice. In experiments with infant mice, excision of floxed *Pex5* allele was achieved through administration of DOX (2 mg/mL in drinking water) to pregnant females at E14 and maintained until P7. Infant mice were sacrificed at P28. Mice with *Pex5*^lox/lox^ genotype were used as controls. As shown in Supplemental Figure 1A (supplemental material available online with this article; https://doi.org/10.1172/jci.insight.155836DS1), DOX treatment resulted in near-complete excision of floxed *Pex5* allele in *Pex5*^lox/lox^/*Pax8-rtTA*/LC1 male and female infant mice. Analysis of renal sections did not reveal any overt histological abnormalities or renal stones in infant mice devoid of *Pex5* in the renal tubule (not shown). Albuminuria was absent in spot urine samples of Pex5-devoid infant mice of both sexes (Supplemental Figure 1B). Body weight (BW) and kidney weight (KW) but not KW/BW ratio were lower in male Pex5-devoid infant mice compared with littermate controls (Supplemental Figure 1C).

### Generation and basic characterization of adult male and female mice with conditional ablation of peroxisomal biogenesis in the renal tubule.

The *Pex5* deletion in the renal tubule of adult mice was induced by 2-week treatment with DOX of 8-week-old *Pex5*^lox/lox^/*Pax8-rtTA*/LC1 male and female mice, hereinafter referred to as cKOm and cKOf mice, respectively (see Methods). In parallel, the same DOX treatment was provided to their littermate controls (*Pex5*^lox/lox^ mice, hereafter referred to as Ctrlm and Ctrlf mice, respectively). All experiments on adult mice were performed 4 weeks after the end of DOX treatment. As shown in Figure 1A, *Pex5* mRNA expression was significantly reduced in kidneys of both cKOm and cKOf mice. However, in cKOf mice, some residual full-length *Pex5* mRNA was also detectable, suggesting incomplete excision of floxed allele. Similarly, PEX5 protein was virtually absent in kidneys of cKOm mice but still detectable in cKOf mice, albeit at a substantially lower level. This difference was clearly visible when kidney extracts from cKOm and cKOf mice were loaded on the same SDS-PAGE gel and immunoblotted together (Figure 1B). Both cKOm and cKOf mice were viable, displayed no overt abnormalities, and had normal BW compared to control mice (Supplemental Table 1). The KW and KW/BW ratio were substantially lower in cKOm mice compared with Ctrlm mice but not in cKOf mice compared to Ctrlf mice (Figure 1, C and D, respectively). Analysis of 24-hour urine and plasma samples did not reveal an effect of genotype in mice of both sexes, except lower plasma potassium levels in cKOm mice compared with Ctrlm mice (Supplemental Table 1). Albuminuria was absent in urine of both cKOm and cKOf mice (Supplemental Figure 2A). No gross morphological changes, calcium oxalate deposits, or lipid accumulation were observed in the kidney of cKOm mice (Supplemental Figure 2, B–D, respectively).

### Electron microscopy assessment of proximal tubule cells in adult cKO mice.

Electron microscopy assessment of kidney cortex revealed a high number of peroxisomes in proximal tubule cells of Ctrlm and Ctrlf mice (Figure 2, A and B, respectively). Peroxisomes were virtually absent in proximal tubules of cKOm and cKOf mice (Figure 2, C and D, respectively). Stereological tools were employed for quantitative analysis of cellular organelles and cellular dimensions in proximal tubules of Ctrlm and cKOm mice. Both peroxisomes’ volume density (number/μm^2^ cytoplasm) and the percentage of cytoplasm occupied by peroxisomes in proximal tubule cells were dramatically decreased in cKOm mice (Figure 3, A and B, respectively). Conversely, mitochondria volume density as well as the percentage of cytoplasm occupied by mitochondria in proximal tubule cells were increased in cKOm mice as compared with Ctrlm mice (Figure 3, C and D, respectively). Lysosomes’ volume density and percentage of cytoplasm occupied by lysosomes in proximal tubule cell were not different between cKOm and Ctrlm mice (Figure 3, E and F, respectively). As shown in Figure 3G, proximal tubule cells from cKOm mice had a tendency for reduced cell width (*P* = 0.083).

### Integrated transcriptomic and metabolomic analyses suggest profound reprogramming in metabolic, antioxidant, and lipid synthesis pathways in kidneys of cKO mice.

Integrated deep transcriptome-sequencing and metabolome analysis was performed to identify molecular alterations in kidneys of cKO mice (GSE179202). 

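Kidney RNA was sequenced from 24 mice, 6 in each of the groups Ctrlm, cKOm, Ctrlf and cKOf. DOX had been given for 2 weeks from the age of 8 weeks, and kidneys were taken 4 weeks after the end of the treatment. The authors deposited the number of reads counted on each gene, without normalization, and these counts were the starting point here. Between 19376152 and 28470831 reads per kidney were counted on genes, with a median of 21603949 in Ctrlm, 21528283 in cKOm, 22569484 in Ctrlf and 20386767 in cKOf mice. The floor for a detected transcript was 3 counts, which was 0.105 CPM (counts scaled to a common library size) in the kidney with the most reads. This floor covers counting error only. A gene was tested if it reached at least 1 CPM in at least 1 kidney, which left 16092 genes. Counts were normalized by edgeR's TMM method and compared by its quasi-likelihood test, and p values were adjusted by the Benjamini-Hochberg method over the tests of both sexes, with a threshold of 0.05.
Pex5 lies on chromosome 6 of GRCm38 from 124396816 to 124415067. Its reads were counted over all of its exons and from all cells of the kidney. The level was 54.3 ± 4.63 CPM in Ctrlm and 43.7 ± 1.94 in cKOm mice (mean ± SD, n = 6 per group), lower in every cKOm mouse than in every Ctrlm mouse (two-sided exact permutation test, p = 0.00216, the smallest value that 6 mice against 6 allow). The log2 fold change in males was -0.31 (standard error 0.08, edgeR adjusted p = 0.0219). In females the level was 50.3 ± 6.97 CPM in Ctrlf and 43.6 ± 3.55 in cKOf mice (SD, n = 6), and the groups overlapped (two-sided exact permutation test, p = 0.0563). The log2 fold change in females was -0.21 (standard error 0.08, edgeR adjusted p = 0.177). The difference between the male and the female change did not pass the threshold (edgeR test of the interaction, adjusted p = 0.754). The male call depended on the processing. With the level of liver transcripts in each kidney as a covariate, the log2 fold change was -0.31 and its adjusted p was 0.143, the highest over the alternatives, with each male mouse left out among them, whose lowest was 0.00545.

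**Figure D1:**
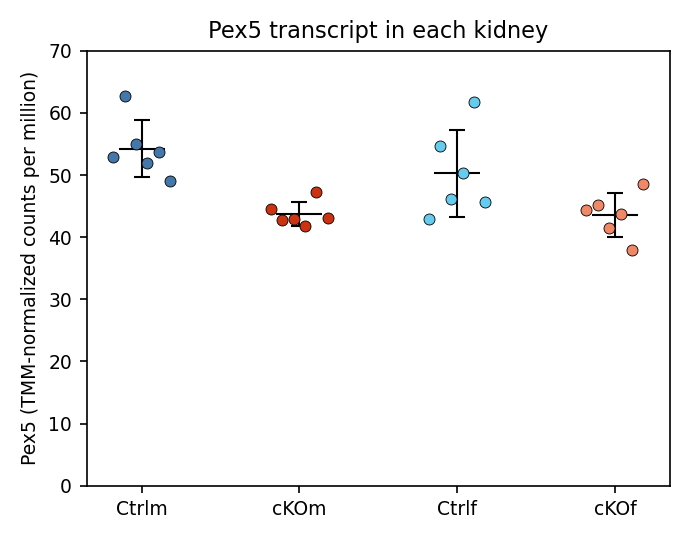
Pex5 in each kidney in TMM-normalized CPM, by sex and genotype, with single mice as points and the mean and SD of 6 mice. The cKOm mice lie between 41.8 and 47.3 CPM, under the lowest Ctrlm mouse at 49.1, while the cKOf and Ctrlf mice overlap.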

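In kidneys of males, 1456 of the tested transcripts had an adjusted p under 0.05 between cKOm and Ctrlm mice, 667 of them higher and 789 lower in cKOm mice. Before adjustment, 4039 transcripts had a p under 0.05. In kidneys of females, 137 transcripts passed the same threshold between cKOf and Ctrlf mice, 63 higher and 74 lower, and 1083 had an unadjusted p under 0.05. Slco1a1, an organic anion transporter, changed from 315 ± 119 CPM in Ctrlm to 1.64 ± 1.14 in cKOm mice (SD, n = 6), a log2 fold change of -7.56 (standard error 0.56, edgeR adjusted p = 1.2e-09). Cyp4a14, a cytochrome P450, changed from 55.1 ± 81.1 to 1109 ± 136 CPM (SD, n = 6), a log2 fold change of 4.33 (standard error 0.55, edgeR adjusted p = 5.5e-06). Vmn1r32, a vomeronasal receptor gene on chromosome 6 from 66552180 to 66560096, had no counts in any Ctrlm mouse and between 99 and 144 counts in cKOm mice, at least 36.1-fold higher in reference to the floor. In females, Cyp4a12b had a log2 fold change of 2.71 (standard error 0.29, edgeR adjusted p = 4.5e-07). Baat, a bile acid conjugating enzyme, had one of -1.51 in females (standard error 0.31, edgeR adjusted p = 0.00294), although a single Ctrlf mouse held 23.7 CPM of it against at most 9.14 in the other Ctrlf mice. For each of these genes, the cKO and Ctrl mice of the stated sex did not overlap. Of the alternative analyses, the liver covariate moved the male number most, to 798 transcripts, and adjustment of the female tests on their own moved the female number to 43. The balance of directions in females depended on the processing. It was 70 higher and 63 lower with limma-voom and 25 and 18 with adjustment on their own, but 80 and 107 with DESeq2. In males, RLE normalization gave 573 higher and 862 lower.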

Comparisons of transcriptomes revealed 1350 transcripts differentially expressed in kidneys of Ctrlm and cKOm mice (Figure 4A and Supplemental Table 2, FDR < 5%) and 121 transcripts differentially expressed in kidneys of Ctrlf and cKOf mice (Figure 4B and Supplemental Table 3, FDR < 5%). 

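With the threshold applied in each sex, 69 transcripts changed in the same direction in cKOm and cKOf mice, 43 of them higher and 26 lower than in controls. Acot1, an acyl-CoA thioesterase gene, had a log2 fold change of 1.30 in males (standard error 0.16, edgeR adjusted p = 4.7e-06) and 1.06 in females (standard error 0.16, edgeR adjusted p = 7.2e-05). Ucp2, which encodes a mitochondrial uncoupling protein, had a log2 fold change of 1.28 in males (standard error 0.14, edgeR adjusted p = 5.9e-07) and 0.85 in females (standard error 0.14, edgeR adjusted p = 1.8e-04), where 1 Ctrlf mouse at 46.8 CPM lay under the others. Another 2 transcripts passed the threshold in opposite directions and were picked out after their values were seen. Mogat1 had a log2 fold change of -0.47 in males and 0.48 in females (edgeR adjusted p = 0.0335 and 0.0346). Paqr7 had -0.41 and 0.44 (edgeR adjusted p = 0.0378 and 0.0269). At an unadjusted p under 0.05 in each sex, 393 transcripts changed in the same direction. With the tests adjusted within each sex, 33 transcripts were shared.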

Sixty-one differentially expressed transcripts were present in both sexes (Figure 4C and Supplemental Figure 3). Enrichment analysis of 100 genes encoding proteins related to peroxisomal function (Kyoto Encyclopedia of Genes and Genomes [KEGG] pathway hsa04146) performed on transcriptomes of Ctrlm and cKOm mice revealed 52 transcripts either up- or downregulated in kidneys of cKOm mice (Figure 4D and Supplemental Figure 4). 

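The paper's own gene list was not used here. A list of 95 genes of peroxisomal proteins was written from general knowledge before the data were examined, and 93 of them were tested. In males, 49 differed when the adjustment covered this list alone, 19 higher and 30 lower in cKOm mice, and between 41 and 51 differed when each male mouse was left out in turn. With the liver covariate, 36 differed, 15 higher and 21 lower. With the adjustment over all tests, 34 differed, 16 higher and 18 lower. This was 36.6% of the list, against 8.89% of the other tested transcripts (two-sided Fisher's exact test, p = 3.3e-13). A pre-ranked enrichment test, which uses the direction of each change, gave a normalized enrichment score of -1.39 in males (fgsea gene permutation, adjusted p = 0.0266 over 15 lists), on the side of lower expression. Its permutations are of genes and not of mice. A rotation test, which keeps the correlation between genes, gave an adjusted p of 0.0842 in the same direction. In females, 15 transcripts of the list differed when the adjustment covered this list alone, 12 higher and 3 lower. The enrichment score in females was 2.33 (fgsea gene permutation, adjusted p = 1.4e-08), on the side of higher expression, and the rotation test gave an adjusted p of 0.165. The difference between the sexes had an adjusted p of 0.0310 in the rotation test.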

Gene set enrichment analysis (GSEA) performed on KEGG Pathway database (release of December 11, 2020) showed downregulation of pathways related to metabolism of pyruvate, glyoxylate and dicarboxylate, amino acids (arginine, proline, cysteine, methionine, tryptophan, alanine, and histidine), or glutathione (Figure 4E and Supplemental Figure 5) and upregulation of pathways related to fatty acid synthesis and degradation, PPAR signaling, and ABC transporters (Figure 4F and Supplemental Figure 6). 

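The same test was run on 13 pathway lists, the peroxisomal list among them, with genes ranked by the signed p of the male comparison. All 13 passed the threshold, 8 on the side of lower and 5 on the side of higher expression in cKOm mice. The largest score on the lower side was that of pyruvate metabolism, at -2.17 (fgsea gene permutation, adjusted p = 3.4e-06), with 13 of its 36 tested transcripts lower past the threshold over all tests. Scores were -2.07 for glyoxylate and dicarboxylate metabolism (fgsea gene permutation, adjusted p = 3.9e-05) and -1.93 for cysteine and methionine metabolism (fgsea gene permutation, adjusted p = 2.7e-04). Lists for arginine and proline, tryptophan, histidine and glutathione had scores of -1.74, -1.73, -1.64 and -1.71, with adjusted p values of 0.00509, 0.00705, 0.0249 and 0.00461. On the higher side, scores were 2.11 for fatty acid synthesis and elongation (fgsea gene permutation, adjusted p = 9.9e-05) and 1.88 for synthesis of unsaturated fatty acids (fgsea gene permutation, adjusted p = 0.00150). ABC transporters had a score of 1.73 and PPAR signaling 1.64, with adjusted p values of 0.00713 and 0.00509. Fatty acid degradation had a score of 1.58 (fgsea gene permutation, adjusted p = 0.0237), with 14 transcripts higher and 10 lower past the threshold. With genes ranked by log2 fold change in place of the signed p, 5 of the 13 lists passed the threshold. The rotation test passed 11 of the 13, and limma's camera test passed 10. ABC transporters passed neither of these 2 tests (adjusted p = 0.0935 by rotation and 0.130 by camera). PPAR signaling passed rotation but not camera (adjusted p = 0.130).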

No enrichment was found in pathways linked to inflammation or fibrosis. 

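The inflammation list had 49 tested genes and the fibrosis list 47. In males, the inflammation list had an enrichment score of -1.31 (fgsea gene permutation, adjusted p = 0.0909), with a median log2 fold change of -0.30. The fibrosis list had a score of -1.47 on the side of lower expression in cKOm mice (fgsea gene permutation, adjusted p = 0.0260), with a median log2 fold change of -0.21. Both calls depended on the test. Rotation gave an adjusted p of 0.123 for fibrosis, and ranking by log2 fold change gave one of 0.00632 for inflammation, again on the lower side. In females, the inflammation list had a score of -2.05 (fgsea gene permutation, adjusted p = 2.1e-05) and the fibrosis list a score of -1.14 (fgsea gene permutation, adjusted p = 0.359). Rotation gave female adjusted p values of 0.412 for inflammation and 0.824 for fibrosis. A single Ctrlf mouse had high levels of interferon-induced transcripts, and without it the female scores were -0.98 for inflammation (fgsea gene permutation, adjusted p = 0.508) and -1.81 for fibrosis (fgsea gene permutation, adjusted p = 9.2e-04).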

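Among transcripts for peroxisomal fatty acid metabolism in males, Acot3 changed from 16.2 ± 5.78 to 64.5 ± 8.32 CPM (SD, n = 6), a log2 fold change of 2.00 (standard error 0.16, edgeR adjusted p = 3.3e-09). Acsl1, Acaa1b and Acnat1 had log2 fold changes of 1.27, 1.23 and 1.10, with adjusted p values of 2.1e-07, 2.4e-06 and 3.8e-04. Acsl3, Ehhadh, Acot4, Acsl4 and Abcd3 had log2 fold changes of 1.00, 0.75, 0.68, 0.64 and 0.50, and 1 cKOm mouse had 857 CPM of Ehhadh against at least 1050 in the others. Acsl6 had few reads, at 0.446 ± 0.371 and 1.30 ± 0.742 CPM (SD, n = 6), and its adjusted p was 0.0684 over all tests and 0.00997 over the peroxisomal list. Acox3 and Slc27a2, which encodes ACSVL1, had log2 fold changes of -1.04 and -0.50. For plasmalogen synthesis, Agps changed from 423 ± 35.5 to 193 ± 8.34 CPM (SD, n = 6), and Far1 had a log2 fold change of -0.46 (standard error 0.10, edgeR adjusted p = 0.00400). For bile acid synthesis, Amacr had a log2 fold change of -1.36 (standard error 0.09, edgeR adjusted p = 3.2e-10) and Hsd17b4 one of 0.27 (standard error 0.07, edgeR adjusted p = 0.0306). Hsd17b4 did not pass the threshold with RLE normalization in place of TMM (edgeR adjusted p = 0.0600). For the removal of ROS, log2 fold changes were -0.31 for Cat (standard error 0.07, edgeR adjusted p = 0.00478) and -0.44 for Sod1 (standard error 0.12, edgeR adjusted p = 0.0284). Sod1 did not pass it with the liver covariate (edgeR adjusted p = 0.164). The effects on Acsl1, Acot3, Acnat1, Acox3, Slc27a2, Agps, Amacr and Cat differed between the sexes past the threshold in the test of the interaction.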

Targeted analysis of several groups of functionally related genes that are not represented in KEGG pathways revealed substantial changes in expression of genes encoding enzymes involved in peroxisomal metabolism of fatty acids (ACSL1/3/4/6, ACSVL1, ACOT3/4, ACNAT1, ACOX3, ABCD3, EHHADH, and ACAA1B), plasmalogen biosynthesis (FAR1 and AGPS), bile acid synthesis (AMACR and HSD17B4), and reactive oxygen species (ROS) detoxification (CAT and SOD1) (Supplemental Figure 3). Alterations were also noted in expression of a large number of genes critical for membrane transport processes in the proximal tubule, thick ascending limb (TAL), and distal nephron (Supplemental Figure 7 and Supplemental Table 4). 

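All 445 transporter transcripts of Supplemental Table 4 were tested. In males, 134 differed when the adjustment covered these transcripts alone, 64 of them higher and 70 lower in cKOm mice. With the adjustment over all tests, 94 differed, 39 higher and 55 lower, which was 21.1% of the transporters against 8.70% of the other tested transcripts (two-sided Fisher's exact test, p = 3.3e-15). When each male mouse was left out in turn, between 116 and 131 transporters differed over the list. The liver covariate lowered this number to 94, with 42 higher and 52 lower. Slc22a7, an organic anion transporter, changed from 227 ± 103 to 13.2 ± 5.31 CPM (SD, n = 6), a log2 fold change of -4.10 (standard error 0.30). The amino acid transporter Slc7a12 changed from 10.6 ± 6.83 to 102 ± 28.3 CPM (SD, n = 6), a log2 fold change of 3.25 (standard error 0.34, edgeR adjusted p = 3.4e-07). In females, 13 of these transcripts differed when the adjustment covered the transporters alone, 4 higher and 9 lower. The effects on Slc22a7 and Slc7a12 differed between the sexes past the threshold.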

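In the proximal tubule, transcripts of Aqp1, Lrp2, Slc34a1, Slc22a12, Slc17a1, Slc17a3 and Slc22a6 were lower in cKOm mice, each of them in every cKOm mouse compared with every Ctrlm mouse. Lrp2 changed from 2589 ± 160.4 to 2066 ± 125 CPM and Slc34a1 from 3751 ± 353 to 2978 ± 224 (SD, n = 6), with log2 fold changes of -0.33 and -0.33. Aqp1 had a log2 fold change of -0.38 (standard error 0.09, edgeR adjusted p = 0.00263 over the transporters) and Slc17a1 one of -0.34 (standard error 0.07, edgeR adjusted p = 7.0e-04 over the transporters). Slc17a3 changed from a mean of 697 to 349 CPM. Slc22a12 and Slc22a6 had log2 fold changes of -1.03 and -0.65, with adjusted p values over the transporters of 3.9e-08 and 7.2e-05. With the liver covariate, Aqp1 and Slc34a1 did not pass the threshold over all tests (edgeR adjusted p = 0.227 and 0.117), and Lrp2 did not pass it with every gene that had a count in the test (0.0540). The effect differed between the sexes for Slc22a12, Slc17a1 and Slc17a3 (edgeR test of the interaction, adjusted p = 2.7e-04, 0.0165 and 7.7e-04).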

For instance, in the proximal tubule, we found a reduction in expression of aquaporin-1 water channel (Aqp1); megalin (Lrp2); phosphate transporter NaPi-2a (Slc34a1); urate transporters Urat1 (Slc22a12), Npt1/4 (Slc17a1/3), and Oat1 (Slc22a6); and numerous other organic anion and amino acid transporters. 

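Slc12a1 changed from 1472 ± 126 CPM in Ctrlm to 1846 ± 80.1 in cKOm mice (SD, n = 6), a log2 fold change of 0.33 (standard error 0.08, edgeR adjusted p = 0.00207 over the transporters). Scnn1b and Slc12a3 had log2 fold changes of 0.35 and 0.30, with adjusted p values over the transporters of 0.00184 and 0.0458. Every cKOm mouse was higher than every Ctrlm mouse for Slc12a1 and Scnn1b, whereas the groups overlapped for Slc12a3, with 1465 ± 324 and 1804 ± 152 CPM (SD, n = 6, two-sided exact permutation test, p = 0.0281). Over all tests, the adjusted p was 0.0116 for Slc12a1, 0.0103 for Scnn1b and 0.151 for Slc12a3. Slc12a1 did not pass the threshold over all tests with the liver covariate (0.152) or with every gene that had a count (0.0925). In females, the log2 fold changes of Slc12a1, Scnn1b and Slc12a3 were 0.12, 0.11 and 0.01, none past the threshold, and no interaction was past it (edgeR adjusted p from 0.378 to 0.455).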

In the TAL and distal nephron, there was a substantial increase in expression of genes encoding proteins involved in sodium reabsorption: NKCC2 (SLC12A1), CLC-Kb (CLCNKB), βENAC (SCNN1B) (FDR < 0.05), and NCC (SLC12A3) (FDR = 0.05).

From the total of 852 detected metabolites, 207 showed differential abundance in kidneys of Ctrlm and cKOm mice, and 118 showed differential abundance in kidneys of Ctrlf and cKOf mice (Supplemental Table 5, FDR < 5%). Seventy-nine metabolites demonstrating differential abundance were common in both comparisons (Figure 5A and Supplemental Table 6). Among metabolites showing the most significant difference were plasmalogens and sphingomyelins (decreased abundance) and glutathione-related metabolites and dicarboxylic acids (increased abundance) in kidneys of both cKOm and cKOf mice (Figure 5B and Supplemental Figure 8, respectively). Global analysis of metabolome confirmed that plasmalogens and sphingomyelins constituted a majority of metabolites showing decreased abundance in kidneys of both cKOm and cKOf mice (Figure 5C). LCFA dicarboxylates, very-long-chain fatty acyl-carnitines, phosphatidylcholines, and phosphatidylethanolamines were present among metabolites with increased abundance, in addition to glutathione-related metabolites and dicarboxylic acids (Figure 5D).

Joint pathway analysis (MetaboAnalyst 5.0) of transcripts and metabolites exhibiting increased or decreased abundance in kidneys of cKOm mice compared with Ctrlm mice identified 22 downregulated and 7 upregulated pathways (Figure 6, A and B, respectively; FDR < 0.1; Supplemental Table 7). Nitrogen metabolism, pyruvate metabolism, glycolysis, and glyconeogenesis were identified among the downregulated pathways while fatty acid degradation was identified among the upregulated pathways (Figure 6, A and B, respectively). Glutathione metabolism and retinol metabolism were present among both up- and downregulated pathways (Figure 6, A and B). 

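The 22 transcripts named in the panels of Figure 6 were examined in males with the adjustment over all tests. Since the names are the paper's own calls on these samples, their number shows no stability. Of the 16 transcripts listed as decreased, 15 were lower in cKOm mice past the threshold, and all 6 listed as increased were higher. Gstt3 was lower but did not pass, with a log2 fold change of -0.29 (standard error 0.09, edgeR adjusted p = 0.0581). Ldc1 changed from 49.7 ± 17.9 to 9.03 ± 2.62 CPM (SD, n = 6), a log2 fold change of -2.46 (standard error 0.24, edgeR adjusted p = 1.0e-07). Gstp2 had between 2 and 11 counts per cKOm kidney. Ggt1, Gsr and Gss had log2 fold changes of -1.12, -0.60 and -0.44. Rises ranged from a log2 fold change of 0.57 for Gsta4 (standard error 0.16, edgeR adjusted p = 0.0403) to 1.46 for Gstm6 (standard error 0.28, edgeR adjusted p = 0.00146), for which 1 Ctrlm mouse lay under the others at 0.313 CPM. Gsta4 did not pass the threshold with limma-voom (adjusted p = 0.0652). Between 18 and 21 of the transcripts passed when each male mouse was left out in turn, 17 with the replicate number as a block and 15 with the liver covariate.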

Detailed analysis of transcripts and metabolites related to glutathione metabolism identified 16 transcripts and 3 metabolites with decreased abundance in kidneys of cKOm mice (Figure 6, C and D, respectively), along with 6 transcripts and 8 metabolites exhibiting increased abundance (Figure 6, E and F, respectively). The oxidized form of glutathione (GSSG) was present in cKOm but not in Ctrlm mice, thereby suggesting oxidative stress in cKOm mice (Figure 6F).

### High-fat feeding challenge does not lead to additional oxidative stress in cKO mice.

Alterations in glutathione-related pathways, depletion of plasmalogens, and decreased expression of catalase suggested oxidative stress and/or rearrangement of different antioxidant defense systems in kidneys of cKOm mice. 

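Cat was counted at 1085 ± 49.8 CPM in Ctrlm and 873 ± 31.7 in cKOm mice (SD, n = 6), lower in every cKOm mouse than in every Ctrlm mouse. In females its log2 fold change was 0.06 (edgeR adjusted p = 0.778), and the difference between the sexes passed the threshold (edgeR test of the interaction, adjusted p = 0.0395). From the glutathione-related changes, the loss of plasmalogens and the lower catalase, the paper proposes oxidative stress, a rearrangement of antioxidant defenses, or both in cKOm mice.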

To test these hypotheses, we challenged cKOm mice with high-fat diet (HFD) for 4 weeks. This challenge did not result in albuminuria but increased urinary volume and urinary excretion of calcium and urate. No difference was observed in tested plasma parameters, including calcemia and uricemia (Supplemental Table 8). No gross morphological changes or lipid accumulation was detected in kidneys of HFD-challenged Ctrlm and cKOm mice (Figure 7A). Total and nonenzymatic antioxidant capacity as assessed by Trolox assay (Figure 7B) as well as tissue levels of malondialdehyde, a marker of polyunsaturated fatty acid peroxidation (Figure 7C), were not different between treatments and genotypes. The abundance of lipid peroxidation product 4-hydroxynonenal (4-HNE) was increased in Ctrlm mice treated with HFD as compared with Ctrlm mice on control diet, but no difference was observed in cKOm mice treated with the 2 diets (Figure 7D).

## Discussion

A high abundance of peroxisomes in the proximal tubule together with the presence of renal abnormalities in patients with ZSD have strongly suggested an important role of peroxisomes in the kidney. Moreover, kidney-specific expression of several peroxisomal enzymes has supported the idea that renal peroxisomes may have biological functions partially distinct from those in other tissues (15). To test these hypotheses, we examined renal function in mice devoid of peroxisomes specifically in the renal tubule. Among different mouse models employed to study the role of peroxisomes, we selected mice allowing conditional genetic inactivation of *Pex5* encoding peroxisome biogenesis factor PEX5 essential for peroxisome formation. This model was chosen because (i) *Pex5*-null mice exhibit multiple biochemical and functional abnormalities reminiscent of those observed in patients with ZSD (11) and (ii) a large spectrum of mouse models with tissue-specific ablation of *Pex5* has been analyzed (16), thereby allowing us to compare the functional consequences of peroxisomal deficiency in the renal tubule with those observed in other tissues. As demonstrated by Baes et al., *Pex5*-null mice exhibited intrauterine growth retardation, malformation of the brain, and severe hypotonia and died within the first 72 hours of life (11). Biochemical analyses revealed several hallmarks of ZSD, including depletion of plasmalogens in liver and brain and strong increase in plasma levels of VLCFA. No cortical renal cysts were found in the kidney of *Pex5*-null mice at P0.5, but retardation in the intrauterine maturation of glomeruli was observed. The presence of calcium oxalate deposits was not investigated.

In cKOm mice, ablation of peroxisomal biogenesis in the renal tubule did not cause any major phenotype, except decreased KW and BW in infant cKOm mice and decreased KW/BW ratio in adult cKOm mice. 

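The size of the genotype effect was compared between the sexes directly. Of the transcripts past the threshold in males, 73.2% changed in the same direction in females, and the slope of the female on the male log2 fold change was 0.13 across these genes. Their median absolute log2 fold change was 0.58 in males, and their median change in females, signed by the male direction, was 0.08. Of the transcripts past the threshold in females, 86.1% changed in the same direction in males, where the slope was 0.53. Each set was chosen by its own test, so both slopes carry the effect of that choice, and genes are not independent replicates. A test of the interaction passed the threshold for 372 transcripts (edgeR, Benjamini-Hochberg over all tested genes), and 2159 had an unadjusted p under 0.05. Of these 372, chosen without regard to a call in either sex, 356 had a larger change in size in males and 16 in females. Among the transcripts called in males, 350 had an interaction past the threshold, and for 347 of these the change was smaller in females. Among those called in females, 25 had one, and for 13 of these the change was smaller in males. A call in 1 sex favors a larger change in that sex. The number of interactions was 572 with DESeq2 and 225 with the replicate number as a block.

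**Figure D2:**
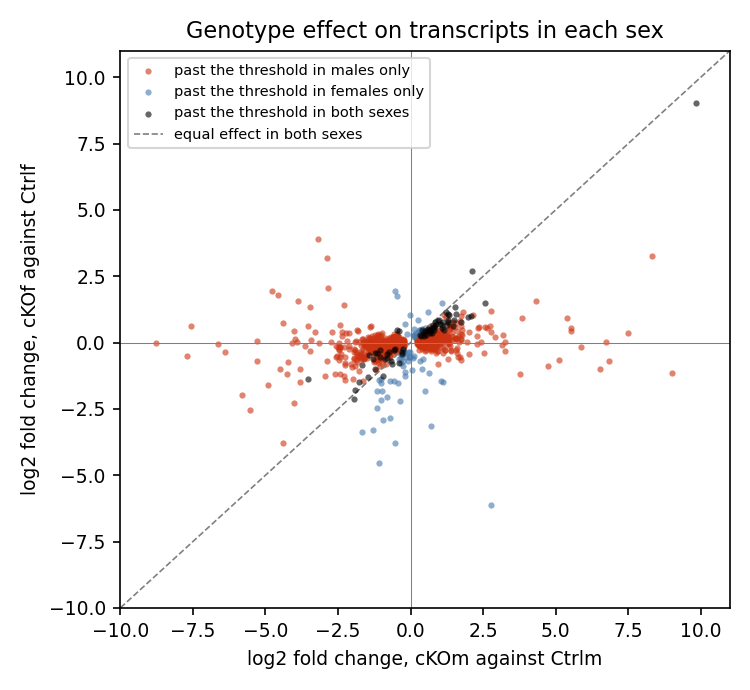
Log2 fold change in males (cKOm against Ctrlm) against that in females (cKOf against Ctrlf), with 1 point per transcript past the threshold. Most transcripts called in males spread along the male axis, with a slope of 0.13.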

In cKOf mice, incomplete excision of floxed *Pex5* allele together with much milder effect of *Pex5* deletion on renal transcriptome and metabolome suggested that some residual peroxisomes may remain in the renal tubule. However, sex specificity of peroxisomal functions in the kidney cannot be ruled out as well. We did not find any significant morphological difference in kidneys of cKOm mice that could explain the lower KW or KW/BW ratio. However, the tendency for reduced proximal cell width might be a possible cause of this difference. Importantly, renal homeostatic function was maintained in cKOm mice despite marked changes in expression levels of transcripts encoding proteins involved in transepithelial transport of ions, water, amino acids, organic anions and cations, phosphate, urate and in the megalin-mediated multiligand endocytic pathway. 

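Transporters were assigned to segments by lists written from general knowledge before the data were examined, with 70 tested genes for the proximal tubule and 50 for the TAL and distal nephron. With the adjustment over both lists together, 34 proximal tubule transporters were lower and 10 higher in cKOm mice. Among distal transporters, 14 were higher and 4 lower. The direction differed between the segments (two-sided Fisher's exact test, p = 1.0e-04). The mean log2 expression over the proximal tubule transporters fell by 0.38 in cKOm mice and was lower in 6 of 6 mice (two-sided exact permutation test, adjusted p = 0.00649 over 6 lists). The mean over the distal transporters changed by 0.04, with 5 of 6 mice above the control mean (two-sided exact permutation test, adjusted p = 0.448). Transcripts of the same segments that do not encode transporters were examined as well. Those of the proximal tubule fell by 0.51 in their mean (adjusted p of the same permutation test, 0.00649), and those of distal segments changed by 0.10 (adjusted p = 0.148).

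**Figure D3:**
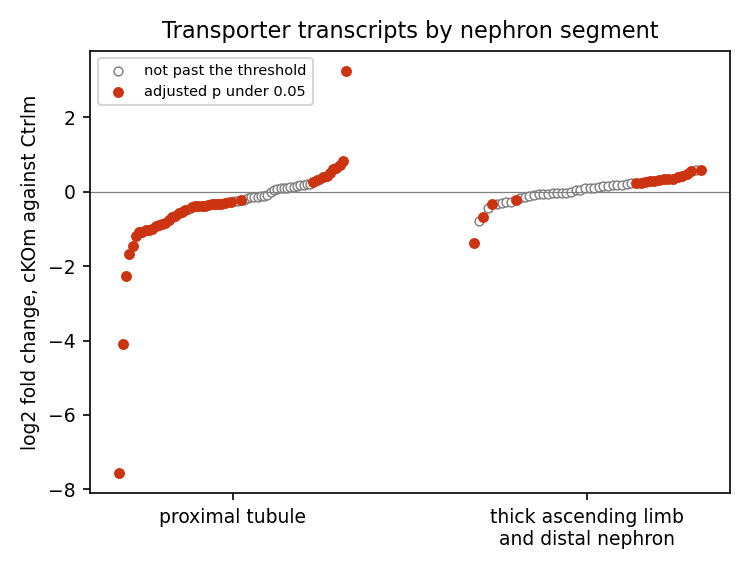
Log2 fold change between cKOm and Ctrlm mice for each transporter transcript by segment. Of those past the threshold, 34 of the proximal tubule lie under 0, and 14 of the distal segments lie above it.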

Of note, a majority of downregulated transcripts encoded transporters expressed in the proximal tubule whereas most of the upregulated transcripts encoded transporters expressed in more distal parts of the nephron. For instance, increased expression of Nkcc2, Clc-Kb, Ncc, and βENaC transcripts suggested a compensatory upregulation in postproximal sodium reabsorption. The integrated analysis of renal transcriptome and metabolome revealed profound changes in a variety of cellular pathways related to cellular metabolism, lipid membrane composition, and redox homeostasis. In kidneys of cKOm mice, about 8% of transcriptome and about 24% of detected metabolites exhibited different levels as compared with Ctrlm mice. 

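The share of tested transcripts that differed between cKOm and Ctrlm mice was 9.05%, and it ranged from 7.17% to 9.16% when each male mouse was left out in turn. It depends on which transcripts are counted. With every gene that had a count in at least 1 kidney in the test, 4.18% differed. In females the share was 0.851% of the tested transcripts.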

As expected, many of these transcripts and metabolites were related to peroxisomal function. A dramatic reduction was observed in abundance of ether phospholipid plasmalogens that are synthesized in peroxisomes (~67% in cKOm mice and ~50% in cKOf mice, unweighted sum of all detected plasmalogen species). Plasmalogens are major cell membrane phospholipids with a growing number of attributed functions, including membrane integrity, cellular signaling, and antioxidant defense. In the kidney, plasmalogens represent approximately 20% of total phospholipids (17), thus suggesting that at least 10% of the phospholipid composition differed in kidneys of cKOm and cKOf mice from respective controls. The depletion of plasmalogens was potentially compensated by increased abundance of structurally similar phosphatidylethanolamines (PEs) and by phosphatidylcholines (PCs), which exhibited a substantial enrichment in kidneys of both cKOm and cKOf mice. Of note, a similar compensatory increase of PEs and PCs was observed in kidneys of patients with ZSD (17).

The metabolism of the proximal tubule mainly relies on fatty acid oxidation, which is characterized by high generation of ROS produced both in mitochondria and peroxisomes. 

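The lists for fatty acid pathways were on the side of higher expression in females as well. Fatty acid degradation had an enrichment score of 2.52 in cKOf mice (fgsea gene permutation, adjusted p = 7.2e-09), synthesis and elongation 2.29 (fgsea gene permutation, adjusted p = 2.3e-06) and unsaturated fatty acids 2.02 (fgsea gene permutation, adjusted p = 8.3e-04). PPAR signaling had a score of 2.55 (fgsea gene permutation, adjusted p = 8.0e-11). The rotation test gave an adjusted p of 0.00357 for each of these lists in females. In males, its adjusted p was 0.0111 for degradation, 9.3e-07 for synthesis and elongation, 2.7e-07 for unsaturated fatty acids and 0.0166 for PPAR signaling. Male PPAR signaling did not pass with limma's camera test (adjusted p = 0.130) or with genes ranked by log2 fold change (fgsea gene permutation, adjusted p = 0.0933).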

In cKO mice, pathways related to fatty acids’ degradation/biosynthesis were substantially upregulated, potentially suggesting compensatory enhancement of mitochondrial energy production from these substrates. Since one of the main functions of peroxisomes is detoxification of ROS, we hypothesized that ablation of peroxisome biogenesis would induce oxidative stress in kidneys of cKO mice. However, molecular analyses did not reveal changes in the antioxidant capacity and biomarkers of oxidative stress. Challenge with HFD did not induce alterations in functional phenotype, except mild increase in urinary volume and urinary excretion of calcium and urate in cKOm mice. Integrated transcriptome and metabolome analysis allowed identification of the glutathione pathway as a possible compensatory mechanism for the maintenance of the overall antioxidant capacity in renal proximal tubule cells lacking peroxisomes.

Conditional deletion of *Pex5* in the fetal liver (12), in pancreatic β cells (18), and in different cell types of the central nervous system (reviewed in ref. 16) causes variable but mostly serious organ-specific functional deteriorations. This was not the case in the kidney. In this study we identified several intrinsic renal mechanisms that potentially allow coping with the lack of peroxisomes. As the kidney is the organ that exhibits high blood perfusion rate, another possibility lies in the extrarenal origin of at least a part of metabolites that the kidney does not produce in the absence of peroxisomes but that are required for normal renal function. Collectively, our data suggest that renal tubular peroxisomes are dispensable for normal renal function and that pathophysiological changes in kidneys of patients with ZSD are of extrarenal origin.

## Methods

### Animals.

The procedures used to generate the *Pex5*^lox/lox^/*Pax8-rtTA*/LC-1 Cre mice were described previously (13). The 3 mouse lines used in this study are inbred strains, bred on the genetic background of the C57BL/6J mouse (The Jackson Laboratory). Before all experiments, mice were adapted to a 12-hour light/12-hour dark cycle. All experiments were performed at circadian time ZT3 (ZT0 is the time when the light is switched on, and ZT12 is the time when the light is switched off).

*Pex5*^lox/lox^/*Pax8-rtTA*/LC1 triple transgenic male or female mice (referred to as cKOm and cKOf) and *Pex5*^lox/lox^ mice (referred to as Ctrlm or Ctrlf) were used.

Pex5 recombination in newborns was performed by addition of 0.2% DOX and 2% sucrose in the drinking water of pregnant female mice for 2 weeks, starting from their 14th gestation day. For Pex5 recombination in adult mice, DOX and sucrose were added in drinking water of 8-week-old mice. The renal structure and function were evaluated 4 weeks after the end of the DOX treatment in 4-week-old infant mice or 14-week-old adult mice. After their weaning at 3 weeks, mice were fed with a standard control diet containing 4.2% of fat (Ssniff low-fat control diet) or when mentioned, for 4 weeks with a matching HFD containing 20.7% of fat (mostly LCFAs).

### Metabolic cages and blood and urine chemistry.

Mice were housed in individual metabolic cages (Tecniplast). Urine collection was performed after a 3-day adaptation period. Urine and blood chemistry was analyzed as previously described (19). Plasma and urine composition was measured in the Laboratoire Central de Chimie Clinique, Centre Hospitalier Universitaire Vaudoise University Hospital (Lausanne, Switzerland).

### Electron microscopy.

Kidney samples were cut in pieces around 1 mm^3^ and fixed in glutaraldehyde solution (EMS) 2.5% in phosphate buffer (PB, 0.1 M pH 7.4) (MilliporeSigma) during 2 hours at room temperature (RT). Then, they were rinsed 3 times, 5 minutes each, in PB buffer and then postfixed by a fresh mixture of osmium tetroxide 1% (EMS) with 1.5% of potassium ferrocyanide (MilliporeSigma) in PB for 2 hours at RT. The samples were then washed 3 times in distilled water and dehydrated in acetone solution (MilliporeSigma) at graded concentrations (30% 90 minutes; 70% 90 minutes; 100% 120 minutes; 100% 240 minutes). This was followed by infiltration in Epon resin (MilliporeSigma) at graded concentrations (Epon/acetone [1/3; v/v] 4 hours; Epon/acetone [3/1; v/v] 4 hours, Epon/acetone [1/1; v/v] 8 hours; Epon/acetone [1/1; v/v] 24 hours) and finally polymerization for 48 hours at 60°C in an oven. Ultrathin sections of 50 nm were cut on a Leica Ultracut (Leica Mikrosysteme GmbH) and picked up on a copper slot grid, 2 × 1 mm (EMS), coated with a polystyrene film (MilliporeSigma). Sections were poststained with uranyl acetate (MilliporeSigma) 2% in H_2_O for 10 minutes, rinsed several times with H_2_O followed by Reynolds lead citrate for 10 minutes, and rinsed several times with H_2_O.

### Stereology.

For stereology analysis, 3 kidney cortex pieces per mouse were analyzed, 15 micrographs per sample with a pixel size of 4.08 nm, using a systematic uniform random sampling with a transmission electron microscope (Philips CM100, Thermo Fisher Scientific) at an acceleration voltage of 80 kV with a TVIPS TemCam-F416 digital camera (TVIPS GmbH).

### Transcriptomic analysis.

All sequencing data are publicly available through NIH Gene Expression Omnibus (accession number GSE179202). RNA-Seq libraries were prepared using 200 ng of total kidney RNA as described in Nikolaeva et al. (19). Illumina TruSeq SR Cluster Kit v4 reagents were used. Sequencing data were processed using Mus musculus.GRCm38.86 gene annotation. Statistical analysis was performed in R (version 3.4.0). Transcripts with low counts were filtered out according to the rule of 1 count per million (cpm) in at least 1 sample. Library sizes were scaled using TMM normalization and log-transformed into cpm using voom (20). Principal component analysis showed a small variability between replicate samples. Differential expression between cKO and Ctrl mice was computed into 1 *F* test using limma (21). *P* values were adjusted as described (22) into FDR values to consider for multiple comparisons, using results of all transcripts in males and females or results of selected transporters or peroxisomal related transcripts in males only. Transcripts with an FDR < 5% were considered significant. Comparisons of expression level were done using mean FC of cpm in cKO mice as compared with Ctrl mice. For graphical representation of individual values in box-and-whisker plots, individual values were normalized between 0 and 1. A weighted GSEA was performed using the unfiltered transcript list ranked by signed *P* value (product of *P* value and sign of the FC). The analyses were performed using the gseKEGG function from the R package clusterProfiler (version 3.16.1) (23). KEGG pathway collections were restricted to gene sets with a minimum and maximum sizes of 10 and 500, respectively. The enrichment scores were normalized by gene set size, and their statistical significance was assessed by permutation tests (*n* = 1000).

### Metabolomic analysis.

Metabolites from frozen kidney samples were identified by ultrahigh-performance liquid chromatography–tandem mass spectroscopy and quantified using AUC (Metabolon Inc). Raw values were log-transformed and normalized in terms of raw area counts. Two-way ANOVA contrast tests were used to identify biochemicals that differed significantly between cKO and Ctrl mice of both sexes. *P* values were adjusted as described (22) into FDR values to consider for multiple comparisons, and metabolites with FDR < 5% were considered significantly modulated. For Log2FC calculation, missing values, if any, were replaced with the minimum observed value in mice of the same sex, for each compound. For graphical representation of individual values in box-and-whisker plots, normalized values were divided by the median value obtained in mice of the same sex, for each compound.

### Joint transcriptome-metabolome analysis.

An integrated metabolic pathway analysis combining results obtained from gene expression and metabolomics studies was conducted using the Joint Pathway Analysis module on the MetaboAnalyst 5.0 website (24). Compound name of metabolites and official gene symbol of transcripts significantly more or less abundant (FDR < 0.05), along with their respective FCs in cKOm mice as compared with Ctrlm mice, were inputs. The integration was performed using KEGG metabolic pathways with default settings (hypergeometric test for overrepresentation analysis, degree centrality for pathway topology analysis, and tight integration by combining queries). Pathways with FDR < 0.1 were considered significantly affected in cKOm mice.

### Stainings.

Stainings of global kidney structure, calcium oxalate deposits, or neutral lipid deposition were performed on transverse kidney slices that were 5 μm thick. Except for neutral lipid staining, mice were anesthetized, and their left kidney was perfused through the abdominal aorta with a 4% paraformaldehyde solution before tissue harvesting. For analysis of global kidney structure, kidney slices embedded in paraffin were deparaffinized, rehydrated, stained with H&E, dehydrated, and mounted in ROTI Histokitt (Carl Roth GmbH). Neutral lipids were stained in kidney slices embedded in OCT compound (Tissue-Tek) using an Oil Red O solution. Calcium oxalate deposits were stained according to the method described by Pizzolato (25). Briefly, kidney slices embedded in paraffin were deparaffinized and rehydrated, then submerged in a 1:1 solution of silver nitrate 5% w/v and hydrogen peroxide 30% and placed under a 60 W light bulb for 30 minutes. Slides were thoroughly washed in distilled water and counterstained with Nuclear Fast Red (MilliporeSigma), then dehydrated before mounting in ROTI Histokitt. Longitudinal kidney slices from a mouse treated with a calcium oxalate nephropathy-inducing diet (1.5% calcium + 1.5% hydroxyproline mixed in standard chow for 3 weeks) served as a positive control of calcium oxalate kidney deposits. Results were analyzed using a Zeiss AxioScan.Z1 Slide Scanner at 100× or 200× original magnification.

### ELISA and Trolox assay.

4-HNE was measured using Lipid Peroxidation (4-HNE) Assay Kit from Abcam (ab238538). Total and nonenzymatic antioxidant capacities were assessed by Trolox assay kit from Abcam (ab65329).

### Statistics.

All data are expressed as mean ± SEM. Statistical tests and threshold for significance are described in figure legends or appropriate Methods sections. Statistical analysis was performed using R packages or GraphPad Prism software version 8.2.1. All *t* tests were 2 tailed.

### Study approval.

All experiments with animals were performed in accordance with the Swiss guidelines for animal care, which conform to the National Institutes of Health animal care guidelines, and approved by Swiss cantonal (Canton de Vaud) and federal veterinary authorities (authorization 31827 to DF) (Direction générale de l’agriculture, de la viticulture et des affaires vétérinaires, Epalinges, Switzerland).

Prior publication: A part of this work has been submitted as an abstract to the 2021 Annual Meeting of the American Society of Nephrology (November 4, 2021. https://www.asn-online.org/education/kidneyweek/2021/program-abstract.aspx?controlId=3605774).

## Author contributions

CA, YB, MB, and DF designed the study; CA, GC, AG, YB, DH, SK, and JD carried out experiments; CA, GC, SP, YB, and DF analyzed the data; CA, YB, and DF made the figures; and DF and YB wrote the manuscript. All authors approved the final version of the manuscript.

## Supplementary Material

Supplemental data

Supplemental table 1

Supplemental table 2

Supplemental table 3

Supplemental table 4

Supplemental table 5

Supplemental table 6

Supplemental table 7

Supplemental table 8

## Figures and Tables

**Figure 1:**
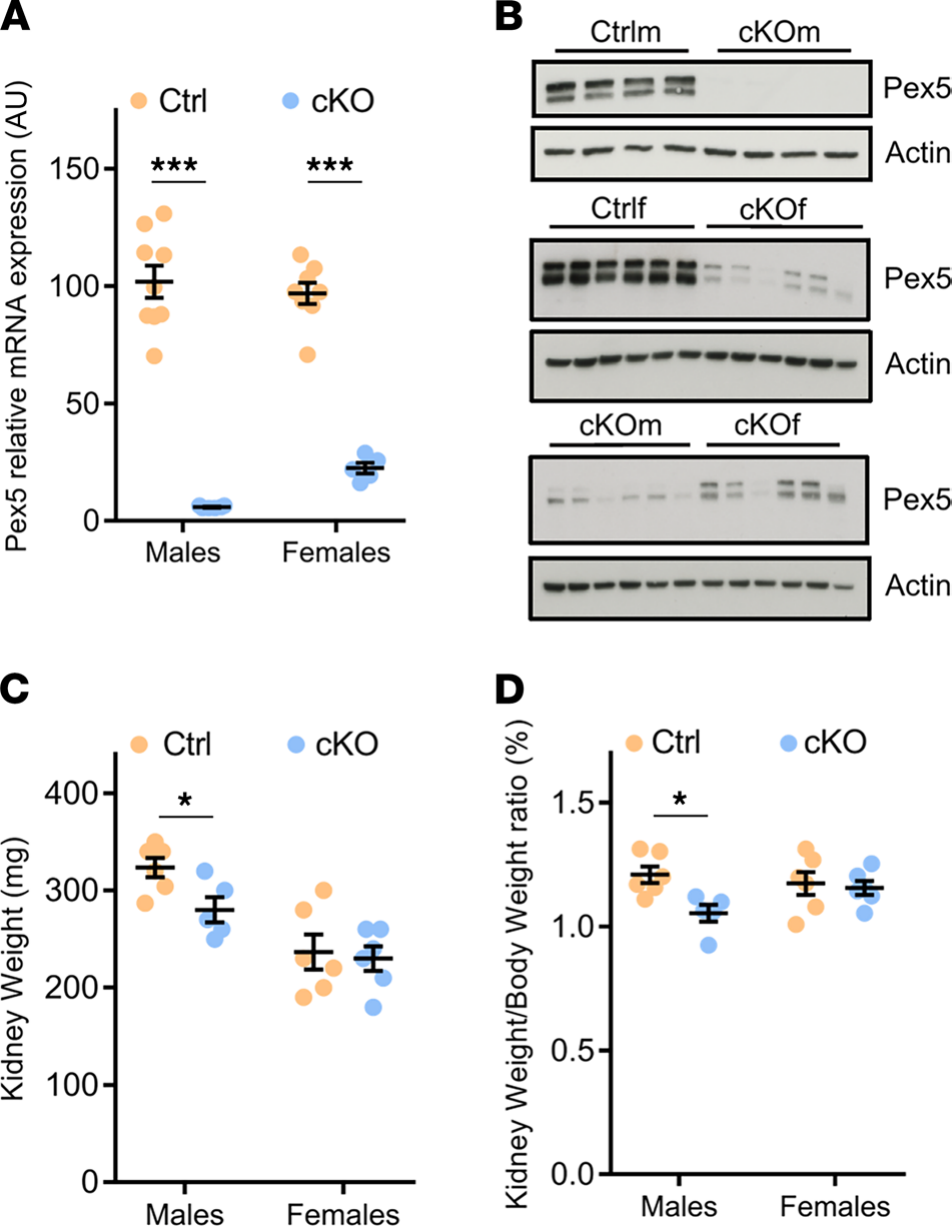
Validation of the cKO model and basic characteristics of cKOm and cKOf mice. (**A**) Relative *Pex5* mRNA expression in kidneys of Ctrlm, cKOm, Ctrlf, and cKOf mice (*n* = 5–9). One hundred percent corresponds to the mean of *Pex5* mRNA expression in kidneys of Ctrlm mice. (**B**) Western blot analysis of PEX5 protein expression in kidneys of cKOm and cKOf or of Ctrlf and cKOf mice. (**C**) Kidney weights of Ctrlm, cKOm, Ctrlf, and cKOf mice (*n* = 12–13). (**D**) Kidney weight/body weight ratio for Ctrlm, cKOm, Ctrlf, and cKOf mice (*n* = 5–6). Box and whiskers represent mean ± SEM; unpaired *t* test, ***P < 0.0001, *P < 0.05. The original full-length Western blot images for **B** are shown in Supplemental Figure 9.

**Figure 2:**
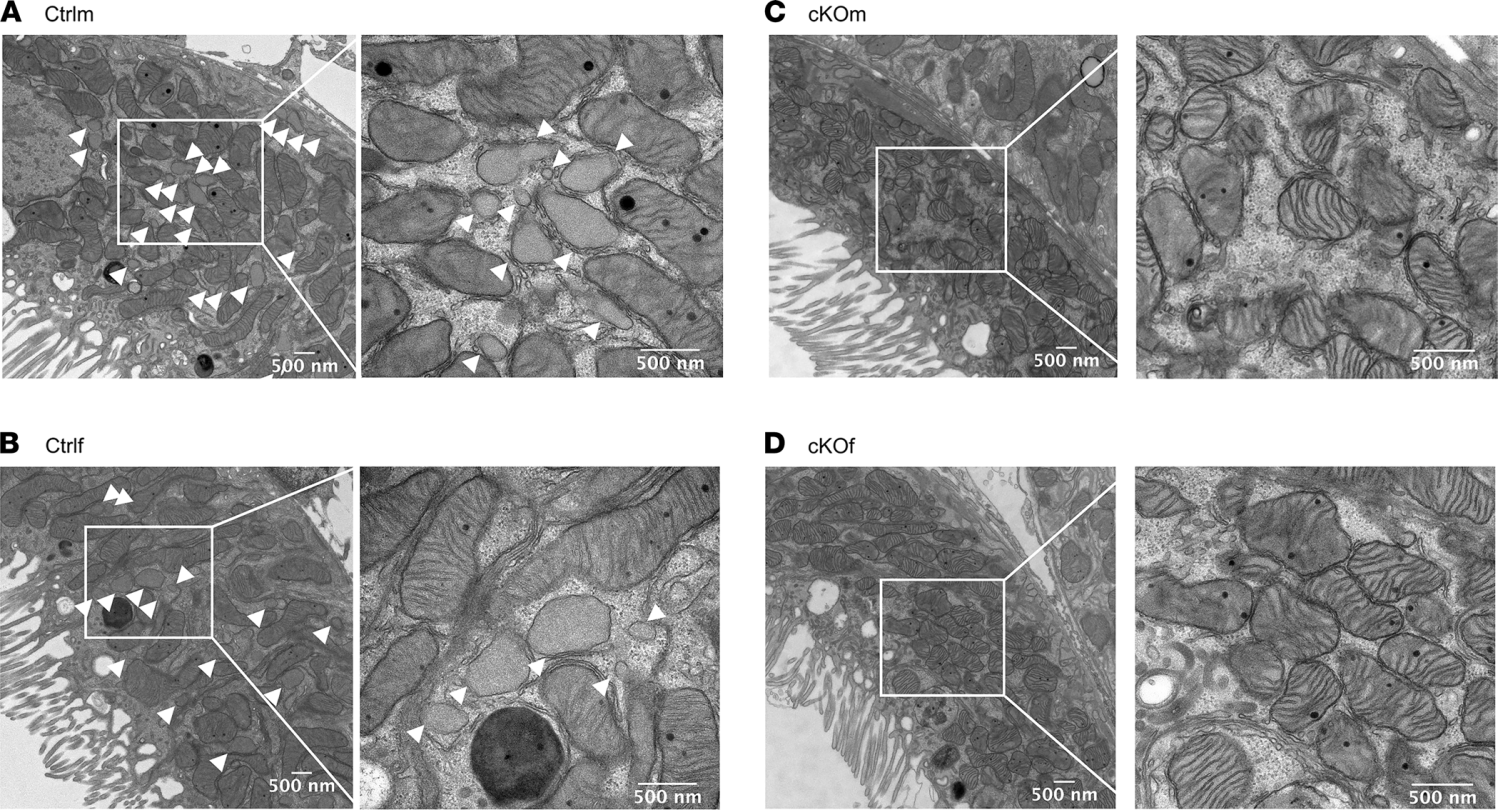
Validation of the cKO model by electron microscopy. (**A**–**D**) Electron microscopy images of kidney proximal tubules in kidney cortex of Ctrlm (**A**), Ctrlf (**B**), cKOm (**C**), and cKOf (**D**) mice. The images are representative of 4 mice/genotype with 15 images analyzed/mice. White arrowheads indicate peroxisomes.

**Figure 3:**
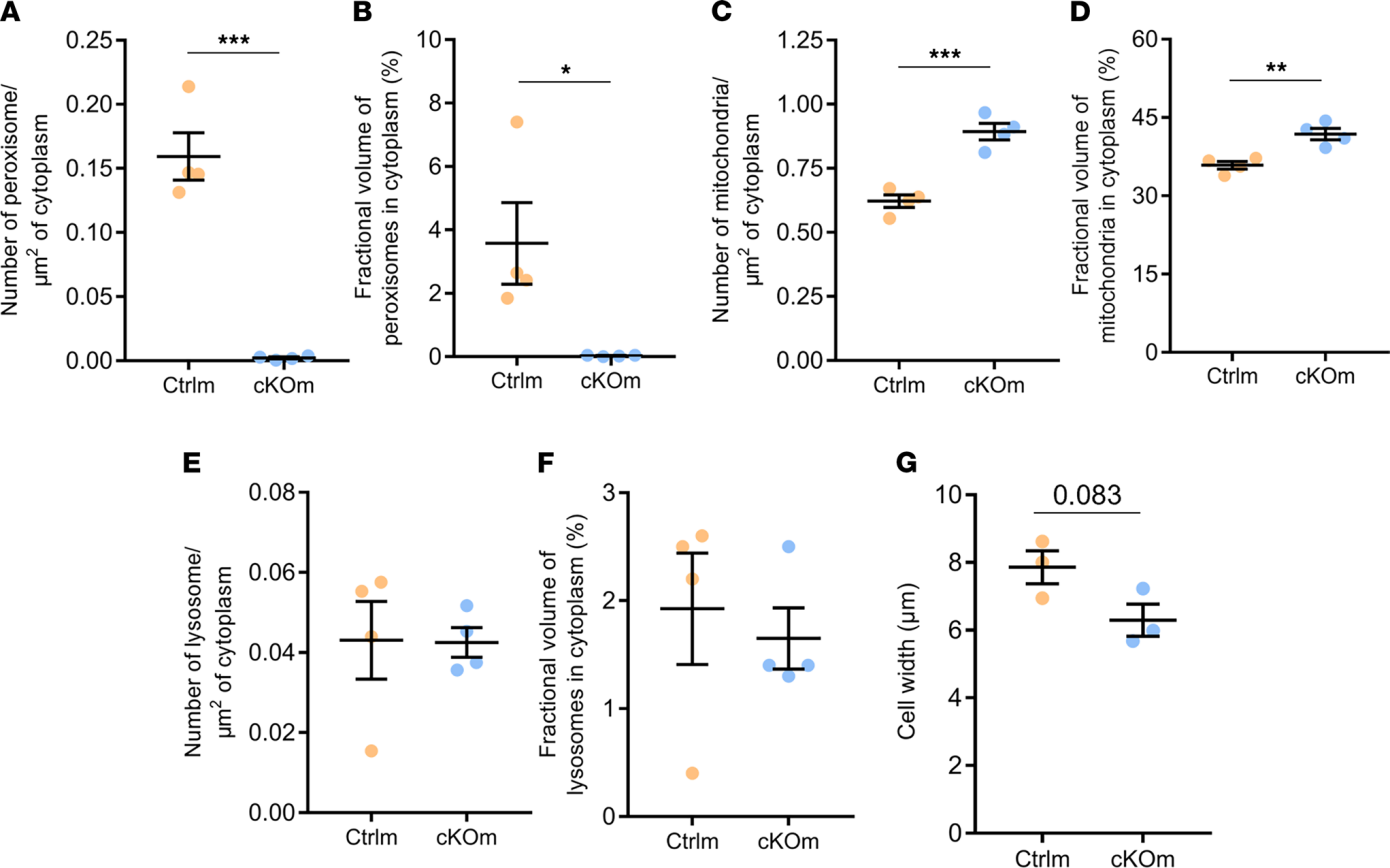
Stereological analysis of proximal tubule cells in kidneys of Ctrlm and cKOm mice. (**A**) Number of peroxisomes/μm^2^ of cytoplasm; (**B**) fractional volume of peroxisomes in percentage of cytoplasm occupied by peroxisomes; (**C**) number of mitochondria/μm^2^ of cytoplasm; (**D**) fractional volume of mitochondria in percentage of cytoplasm occupied by mitochondria; (**E**) number of lysosomes/μm^2^ of cytoplasm; (**F**) fractional volume of lysosomes in percentage of cytoplasm occupied by lysosomes; (**G**) cell width. *P* = 0.083 (**G**). Stereology analysis was performed on *n* = 3–4 mice with 3 kidney cortex pieces per mouse, 15 micrographs per sample. Box and whiskers represent mean ± SEM; unpaired *t* test, ***P < 0.0001, **P < 0.001, *P < 0.05.

**Figure 4:**
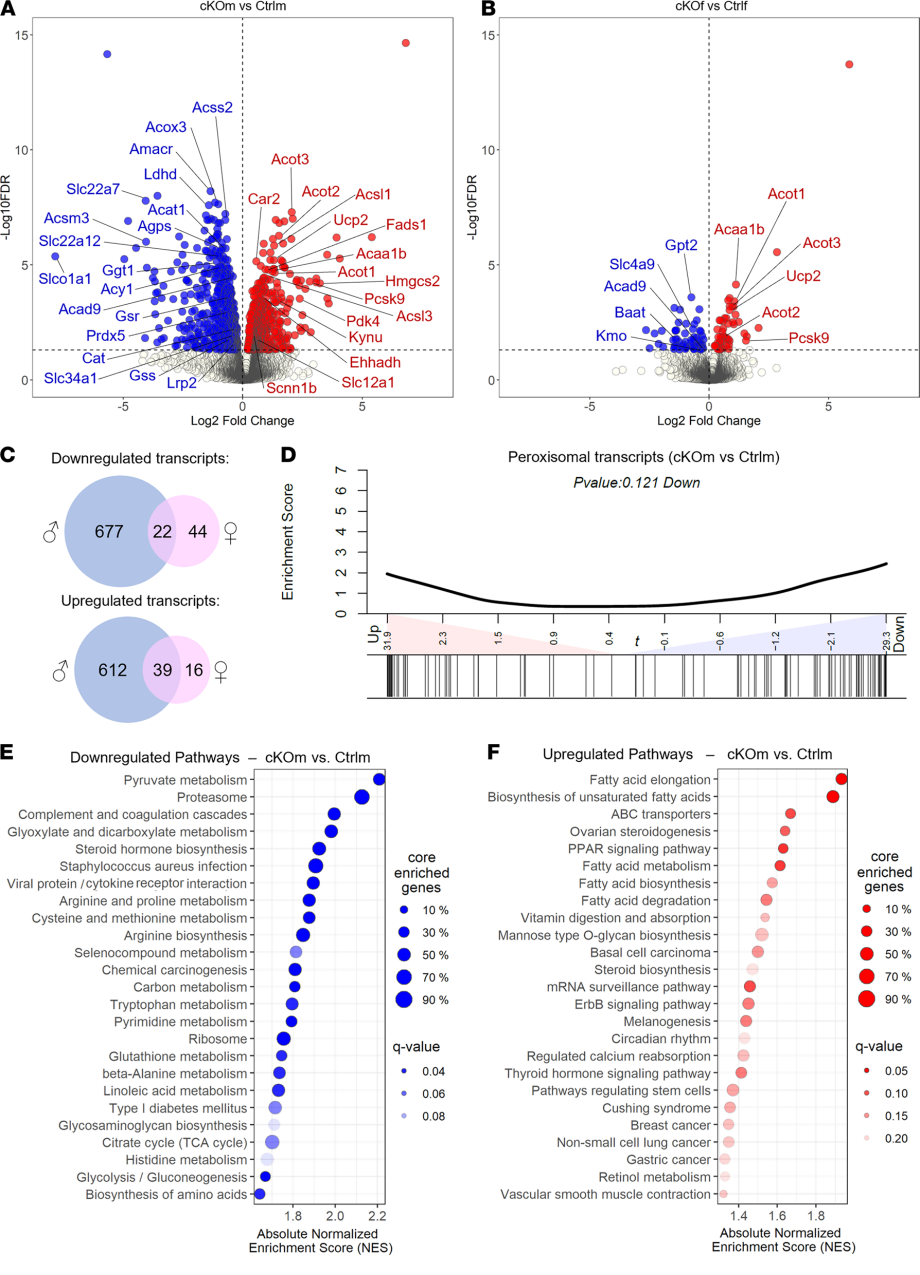
Transcriptional reprogramming in the kidneys of cKO mice. (**A** and **B**) Volcano plot representing the relative transcriptional expression of all renal transcripts in cKOm versus Ctrlm (**A**) or cKOf versus Ctrlf (**B**). Transcripts depicted in blue are significantly downregulated while transcripts depicted in red are significantly upregulated. (**C**) Venn diagrams showing the number of transcripts significantly downregulated or upregulated in cKOm (in blue) or cKOf (in pink) mice versus Ctrl mice of the same sex. A significant transcript regulation is considered when the adjusted *P* value referred to as “FDR” is <0.05. (**D**) Enrichment analysis of a homemade gene set (based on the KEGG pathway mmu04146) targeting 100 transcripts related to peroxisomal functions, in cKOm versus Ctrlm mice. (**E** and **F**) Scatter plot of the top 25 most downregulated (**E**) or upregulated (**F**) metabolic pathways in cKOm versus Ctrlm mice, based on an untargeted GSEA using a database of 543 KEGG metabolic pathways. Pathways are sorted by their absolute normalized enrichment score. A significant pathway regulation can be considered when adjusted *P* value referred to as “q value” is <0.2.

**Figure 5:**
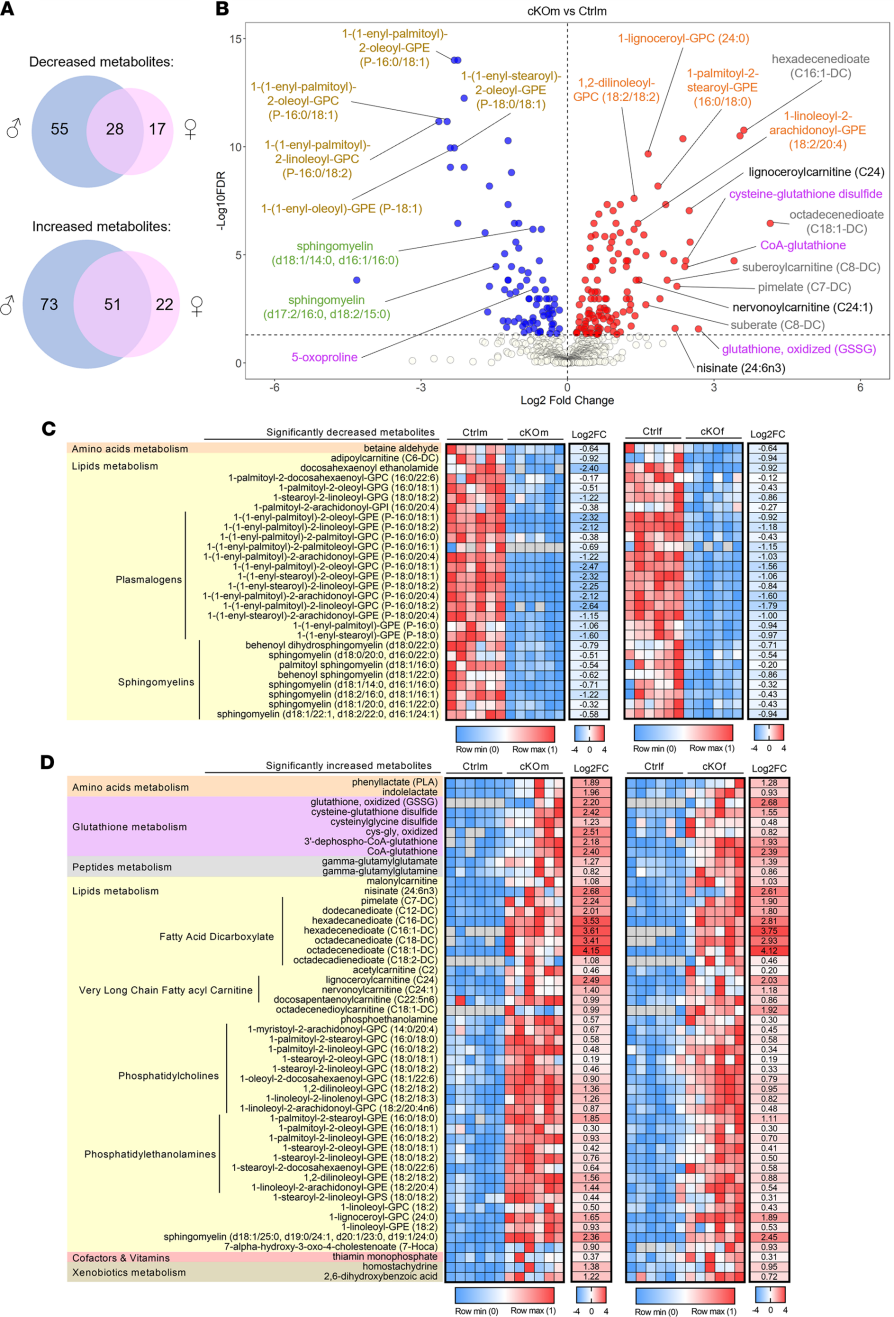
Remodeling of the renal metabolome in cKO mice. (**A**) Venn diagrams representing the number of detected renal metabolites showing a significantly decreased or increased abundance in cKOm (in blue) or cKOf (in pink) mice versus Ctrl mice of the same sex. (**B**) Volcano plot representing the relative abundance of all detected metabolites in kidneys of cKOm versus Ctrlm. Metabolites depicted with blue dots are significantly less abundant, and transcripts depicted with red dots are significantly more abundant in kidneys of cKOm mice as compared with Ctrlm mice. The names of some representative metabolites are depicted using colors shared for related metabolites. (**C** and **D**) Heatmaps of metabolites showing a significantly decreased (**C**) or increased (**D**) abundance in cKO mice of both sexes as compared with Ctrl mice. A significant difference of abundance is considered when adjusted *P* value from a 2-way ANOVA referred to as “FDR” is <0.05. Metabolites are identified by their biochemical name and sorted by related metabolisms and subclasses of metabolites. For each metabolite, the individual expression of 6 Ctrl and 6 cKO mice normalized between 0 and 1 and the log_2_-transformed mean fold change of expression (Log2FC) in cKO versus Ctrl mice are given, for both sexes. For calculation of the mean FC of expression, missing values (depicted in gray) have been replaced by the minimum value of both genotypes from the same sex.

**Figure 6:**
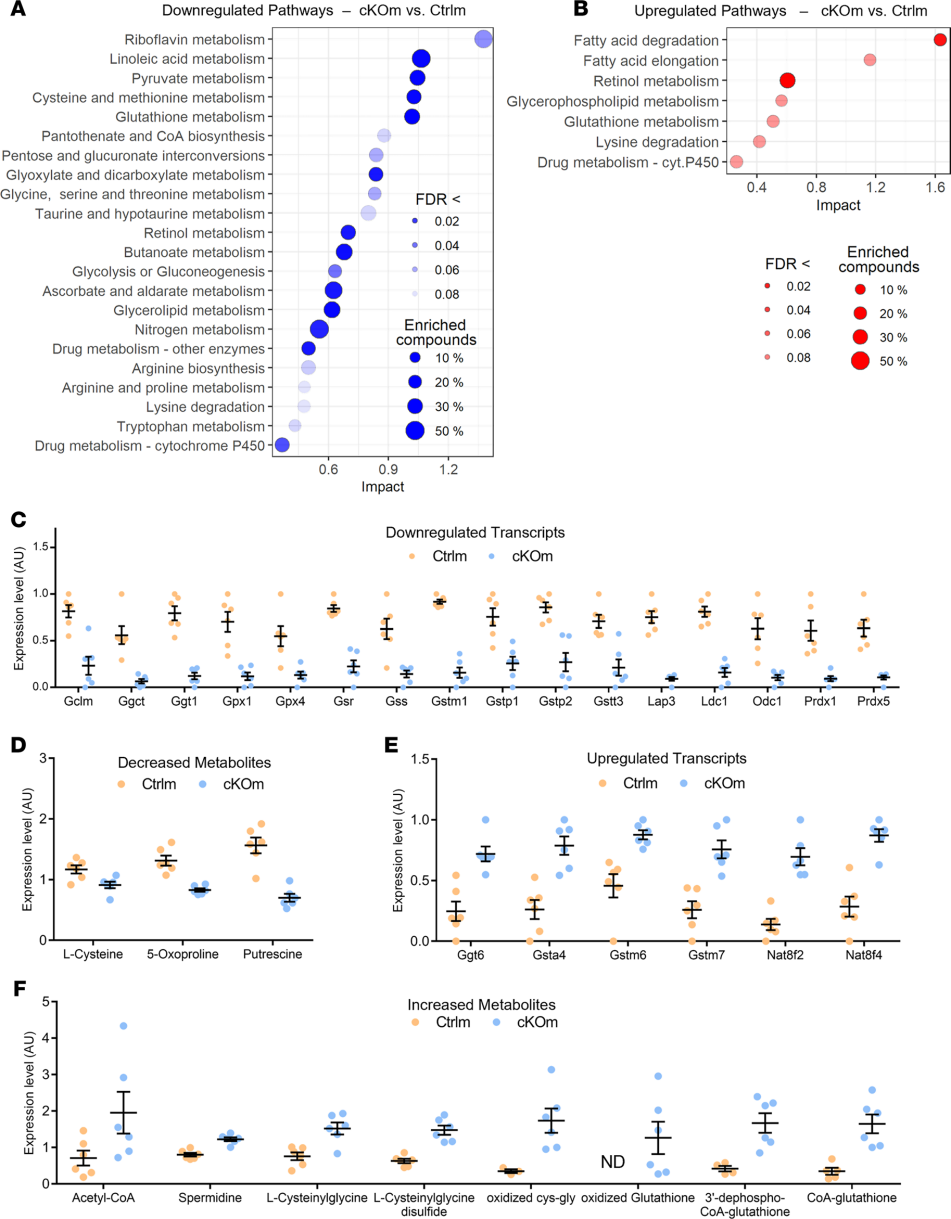
Joint analysis of transcriptional and metabolic changes in cKOm mice. (**A** and **B**) Scatter plot of significantly downregulated (**A**) or upregulated (**B**) metabolic pathways, based on a joint pathway analysis of both regulated transcripts and modulated metabolites in kidneys of cKOm versus Ctrlm mice. Pathways are sorted by their absolute impact, and a significant pathway regulation is considered when adjusted *P* value referred to as “FDR” is <0.1. The size of each dot depends on the percentage of all transcripts and metabolites (“compounds”) of the pathway that are significantly affected in cKOm mice. (**C** and **D**) Relative expression of glutathione-related transcripts (**C**) and metabolites (**D**) significantly less abundant (FDR < 0.05) in cKOm mice as compared with Ctrlm mice. (**E** and **F**) Relative expression of glutathione-related transcripts (**E**) and metabolites (**F**) significantly more abundant (FDR < 0.05) in cKOm mice as compared with Ctrlm mice. Individual values from 6 cKOm and 6 Ctrlm mice are depicted after transformation from raw individual data: values of metabolite abundance have been divided by the median value of both genotypes, while values of transcript expression from both genotypes have been normalized between 0 and 1. Box and whiskers represent the mean and the SEM, respectively. ND, not detected.

**Figure 7:**
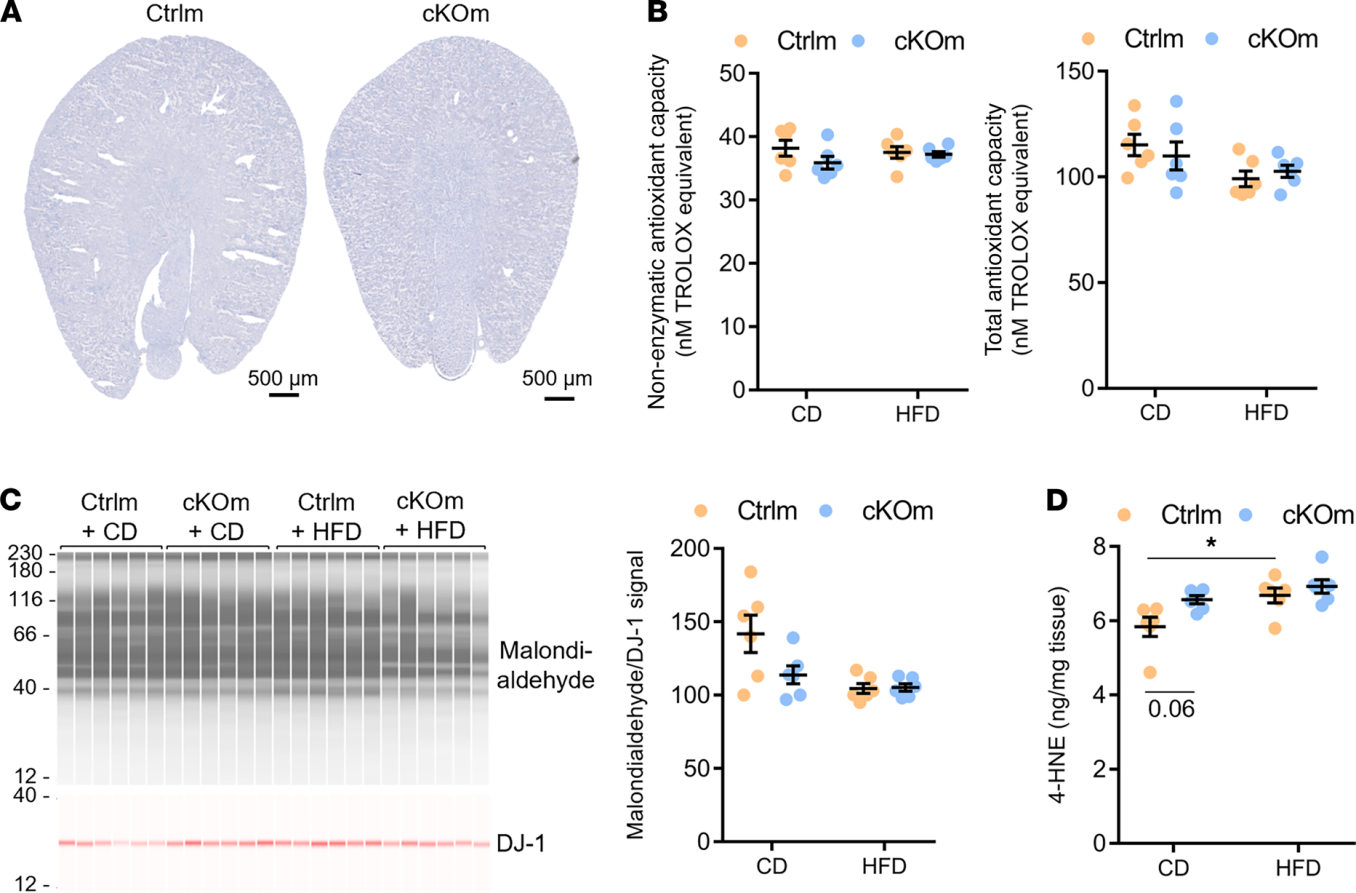
Analysis of the antioxidant capacity and level of lipid peroxidation in cKOm mice fed under HFD. (**A**) Gross morphological structure and Oil Red O staining of neutral lipid depositions (in red) in the kidney of cKOm and Ctrlm adult mice fed under HFD for 4 weeks. The absence of the red color indicates the absence of lipid deposition. (**B**) Results of a Trolox assay performed on renal extracts showing nonenzymatic antioxidant capacity (left panel) and total antioxidant capacity (right panel) of Ctrlm and cKOm mice fed under control diet (CD) or HFD for 4 weeks. (**C**) Immunoblot performed on renal extracts targeting the product of lipid peroxidation malondialdehyde (left panel) and its quantification (right panel) in Ctrlm and cKOm mice fed under CD or HFD for 4 weeks. DJ-1 immunoblot is used as a loading control to normalize malondialdehyde abundance. (**D**) Amount of 4-HNE measured by competitive ELISA in kidney extracts from Ctrlm and cKOm mice fed under CD or HFD for 4 weeks. Box and whiskers represent mean ± SEM. Two-way ANOVA and post hoc Tukey’s multiple comparisons test, *P < 0.05.

How the deposited data were processed for this re-analysis (not part of the article)

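RNA of whole kidneys from 24 mice was measured, 6 for each of the groups Ctrlm, cKOm, Ctrlf and cKOf. The authors deposited 1 file per kidney with the number of reads they counted on each gene, as whole counts without normalization. Each file held 55335 genes and 5 closing lines for reads that were not counted on a gene, which were set aside. Of the genes, 55154 were found in the GENCODE annotation of GRCm38 used for names and positions, and 29671 had a count in at least 1 kidney. The groups were taken from the labels. They were checked against the values per mouse in the paper's supplementary tables, where each column matched the kidney of the same label (r across genes of at least 0.991, and genes are not independent replicates).
Between 19376152 and 28470831 reads per kidney were counted on genes, with a median of 21592602. Kidneys of the same group differed by more than sampling noise, with a chi-square per degree of freedom from 9.83 to 99.2 over 60 pairs, so errors were taken from the spread between mice. Kidneys with the same number in different groups come from different mice, so they were not paired, and a fit with the number as a block was run as an alternative.
Genes with at least 1 CPM in at least 1 kidney were tested. Counts were analysed in R 4.3.3 with edgeR 4.0.16, with TMM normalization, 1 model for the 4 groups and quasi-likelihood tests of cKO against Ctrl in each sex and of the interaction of genotype and sex. P values were adjusted by the Benjamini-Hochberg method over the male and female tests together, and over all genes for the interaction, with a threshold of 0.05. CPM on the log2 scale used a prior count of 2. Values of single genes and of list means were compared by exact permutation tests over the 924 arrangements of 6 mice against 6. Gene lists were tested with fgsea 1.28.0 on genes ranked by signed p, and with the rotation and camera tests of limma 3.58.1. The lists of the paper's pathway database are not part of the files, so lists written from general knowledge stood in for them. Transcript sequences were compared with BLAST 2.17.0. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.
Genes are named in the text if the paper names them for the transcriptome or labels them in Figures 4A, 4B, 6C or 6E. Also named are Pex5 and, for each sex, the 5 largest rises and 5 largest falls past the threshold among genes with no overlap between 6 cKO and 6 Ctrl mice and a mean of at least 1 CPM in a group. Genes with 0 counts in 1 genotype and at least 10 counts in every mouse of the other genotype of that sex are named as well. Any other gene is said to have been chosen after its values were seen. Some genes that meet this rule are not reported here, although the counts of genes include them.
The procedure was tested on simulated data with 15707 genes, of which 200 had been changed by 1 on the log2 scale. The male test recovered 178 of them and made 11 false calls, and the female test recovered 173 and made 11 false calls. Another 40 genes were raised by 0.5 in males only and were not counted as false calls there. The 200 genes changed by the same size in both sexes. The simulation thus cannot show how the joint adjustment treats females when far more transcripts change in males.
The alternatives were limma-voom, DESeq2 1.42.0, RLE normalization, every gene with a count, at least 1 CPM in at least 6 kidneys, each sex fitted alone, adjustment within each sex, the replicate number as a block, a liver transcript score as a covariate, each mouse left out in turn, and for gene lists another ranking or test. The metabolome and the other experiments of the paper were not analysed here.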

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

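The tests of fat tissue RNA and the counts of other groupings of the mice were chosen only after the results were seen, and those of Vmn1r32 and of the rotation test were set before.
In each group of 6 mice, the gap between the most extreme mouse and its nearest neighbour was compared with the range of the group, for each named gene and list score on the log2 scale. This ratio passed Dixon's critical value for 6 samples in 18 of 250 groups, where about 1 in 20, or 12.5, would pass by chance. For named genes it was 11 of 190 against 9.50 by chance, which is near, and no cause was tested for them. For list scores it was 7 of 60 against 3 by chance. The lists of muscle, colon and interferon transcripts among them had been written because such transcripts were high in some kidneys. In males, the ratio was 0.673 for Ehhadh, 0.766 for Prdx5, 0.695 for Pdk4, 0.719 for Lap3 and 0.646 for Ggt6 in cKOm mice, and 0.672 for Pdk4, 0.659 for Ggct and 0.675 for Gstm6 in Ctrlm mice. The Ctrlm mouse for Pdk4 had 90.3 CPM against 18.0 to 30.6 in the others. In Ctrlf mice, the ratio was 0.648 for Acad9, 0.663 for Baat and 0.709 for Ucp2. Without the mouse in question, 10 of the 11 comparisons of single genes stayed past the threshold. The exception was Acad9 in females, with a log2 fold change of -0.21 and an edgeR adjusted p of 0.0994.
The mean of fat transcripts gave a ratio of 0.761 in Ctrlf mice, with a score of 3.53 in Ctrlf replicate 6 and -3.38 to -1.73 in the others. Of these 7 transcripts, 6 were highest in this kidney among all 24, which restates the score. Of 8 other listed fat transcripts, which were not in the score and are less specific to fat, 4 were highest in it, against 0.333 by chance. The pattern cannot be told apart from RNA of fat tissue in the sample. The design gives no biological explanation for a single control mouse, and none was tested.
The other list scores past the value were those of muscle in Ctrlm mice (0.761), colon in cKOm and cKOf mice (0.793 and 0.633), interferon in Ctrlf and cKOm mice (0.927 and 0.709) and male-biased transcripts in cKOm mice (0.664). The extreme mouse was Ctrlm replicate 5 for muscle, with a score of 1.05 against at most -1.20 in the others. For colon it was cKOm replicate 6 with 2.27 against at most -0.71, and cKOf replicate 5 with 1.06 against at most -0.62. For interferon it was Ctrlf replicate 1 with 6.97 against at most 3.70, and cKOm replicate 3 with 3.75 against at most 3.40. For male-biased transcripts it was cKOm replicate 4 with 2.99 against at most 2.25. Of these mice, cKOm replicate 6 for colon and Ctrlf replicate 1 for interferon are examined under other observations. No cause was tested for the others, and no biological explanation was tested for any of these single mice.
The genotype effect differed between the sexes for 372 transcripts in edgeR's test of the interaction, and for 34 of the 88 named genes. In all 34 of them the effect was larger in size in males, which naming genes for a change in males favors, and in 11 the female estimate had the opposite sign. Among all 372, it was larger in males for 356. Given as the male minus the female log2 fold change, the differences above 0 were 0.97 for Acsl1, 1.03 for Acot3, 1.11 for Acnat1, 0.87 for Acot2, 0.58 for Fads1, 1.39 for Kynu, 1.04 for Nat8f4, 2.78 for Cyp4a14, 3.59 for Slc7a12 and 2.69 for Gm20400. Those under 0 were -0.56 for Slc27a2, -0.74 for Acox3, -0.98 for Agps, -1.33 for Amacr, -0.37 for Cat, -0.98 for Slc22a12, -0.45 for Slc17a1, -0.88 for Slc17a3, -0.58 for Acss2, -1.23 for Ldhd, -4.08 for Slc22a7 and -0.90 for Acat1. Others under 0 were -4.45 for Acsm3, -8.19 for Slco1a1, -1.04 for Ggt1, -0.91 for Acy1, -0.70 for Prdx5, -1.03 for Ggct, -0.91 for Gstm1, -0.95 for Lap3, -2.19 for Ldc1, -1.33 for Odc1, -4.61 for Col6a6 and -2.18 for Timd2. Among 100 groupings of the mice drawn from the 2048 that part every same-numbered pair, the real one included, 2 gave as many interactions. The other such grouping gave 815. It kept the real grouping of the males and regrouped only the females, so it does not show what mixed genotypes in both sexes give. Library sizes overlapped between the groups. The number of interactions was 225 with the replicate block and 249 with the liver covariate. Incomplete excision in females, which the paper reports, cannot be told apart here from a different response of the sexes.
Of 15 gene lists, 8 differed between the sexes in the rotation test. The adjusted p was 0.0310 for peroxisomal genes, 0.00486 for pyruvate, 7.5e-04 for glyoxylate and dicarboxylate, 0.00250 for cysteine and methionine, 7.5e-04 for tryptophan, 0.00282 for histidine, 0.0317 for fatty acid synthesis and elongation and 0.0138 for unsaturated fatty acids. The peroxisomal list had an enrichment score of -1.39 in males and 2.33 in females. Correlation between genes, which the enrichment score leaves out, was taken into account by the rotation test, and the difference still had an adjusted p of 0.0310. Within each sex alone, the rotation test of this list did not pass the threshold.
Vmn1r32, which the paper's text does not name and its supplementary tables list, had counts in every cKO mouse and none in any Ctrl mouse. It was at least 36.1-fold higher in cKOm mice (99 to 144 counts) and at least 22.5-fold higher in cKOf mice (30 to 126 counts). It lies on chromosome 6, as does Pex5. A chromosome segment carried with the transgenes was tested by its neighbours. Of 14 tested genes within 2 Mb, 0 had an unadjusted p under 0.05 and the same direction in both sexes, against 2.44% of the other genes (two-sided Fisher's exact test, p = 1), and so few genes cannot exclude it. A search by sequence found 0 other genes with a near-identical stretch, so there was no such gene to examine for a rise in cKO mice. The pattern cannot be told apart from a difference between the chromosomes of cKO and Ctrl mice.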

How the results depend on the processing

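The tests of liver RNA, of the joint adjustment and of other groupings were chosen only after the results were seen, as was the setting of limma-voom with adjustment within each sex. Each of the 23 main results was recomputed under its alternatives, which gave 319 values. Of these, 280 kept their direction and their side of the threshold or stayed near the count, and 0 reversed. Only results with a direction could reverse. A count could only stay near or move, and a change in its balance of higher and lower transcripts was not scored. Where a result changed, the cause was not tested unless a test is given.
Between cKOm and Ctrlm mice, 1456 transcripts differed, and the number lay between 1152 and 1473 when each male mouse was left out in turn. When each female mouse was left out, which changes the joint fit and adjustment, it lay between 1392 and 1726. It was 1392 with limma-voom, which shared 1325 of the calls, and 1756 with DESeq2, which shared 1429. With adjustment within each sex it was 1915, of which 1456 were shared. With the liver covariate it was 798, of which 767 were shared. The liver score itself differed between the genotypes, so the covariate also costs power, and a lost call need not be due to liver RNA. Since 798 calls were made with it, liver RNA in some control kidneys is not a full explanation of the male result. Of the 32 groupings of the male mice that part every same-numbered pair, 1, the real one, gave as many transcripts, and the most in another was 288. In the 68 groupings drawn that part fewer pairs, the most was 77.
The share of tested transcripts that differed was 9.05%, and it was 4.18% with every gene with a count and 4.96% with the liver covariate. It was higher with DESeq2 (10.9%), with adjustment within each sex (11.9%) and with limma-voom and that adjustment (11.3%).
In females, 137 transcripts differed, and 43 did with adjustment within each sex. With limma-voom and that adjustment, chosen after seeing the data, 41 differed. The transcripts shared by both sexes numbered 69, and 33 with adjustment within each sex, and 33 with limma-voom and that adjustment. The many male calls set a lenient threshold for females in the joint adjustment, since the highest unadjusted p called was 0.00244, at which 39.2 calls would be made by chance, 28.6% of the female calls. Of the 32 groupings of the female mice, 2 gave as many transcripts, and the other one gave 210. Of the 68 drawn that part fewer pairs, 5 gave as many, so the female number cannot be told from other groupings. With adjustment within females, 1 of the 32 groupings, the real one, gave as many as 43. For the transcripts shared by both sexes, 1 of 100 groupings gave as many.
The interaction passed the threshold for 372 transcripts, for 572 with DESeq2 and for 225 with the replicate block. It could not be computed with each sex fitted alone or adjusted within each sex.
With the replicate number as a block, the paired fit gave 1107 transcripts in males against 1456 without it and 100 in females against 137. Departures of same-numbered mice from their groups had a mean r of 0.0387 in males and -0.0559 in females, both near 0.
Pex5 in males had a log2 fold change of -0.31. It was -0.31 with the replicate block (edgeR adjusted p = 0.0911) and -0.31 with the liver covariate (edgeR adjusted p = 0.143), neither past the threshold. Across the 12 fits that each left out 1 male mouse it lay between -0.37 and -0.27, and 10 of them were past the threshold.
Of the 13 pathway lists, 5 passed the threshold with genes ranked by log2 fold change, and 12 or 13 did with a male mouse left out. For inflammation, the score was -1.88 with that ranking (adjusted p = 0.00632 by gene permutation) and -1.54 with the replicate block (adjusted p = 0.0121 by gene permutation). Camera gave an adjusted p of 0.0182 by limma, and the mean log2 fold change over the list, signed by camera's direction, was -0.28. The score lay between -1.50 and -0.998 with a male mouse left out, and 2 of 12 fits passed. For fibrosis, the score was -1.25 with genes ranked by log2 fold change (adjusted p = 0.202 by gene permutation) and -1.05 with the liver covariate (adjusted p = 0.406 by gene permutation). Fry, the rotation test of limma, gave an adjusted p of 0.123, with a mean log2 fold change over the list, signed by its direction, of -0.12. These were not past the threshold. It was past it with camera (adjusted p = 0.00531 by limma), the replicate block (adjusted p = 0.0227 by gene permutation) and at least 1 CPM in at least 6 kidneys (adjusted p = 0.0368 by gene permutation), and the lowest adjusted p over the alternatives was 0.00238. The score lay between -1.74 and -1.34 with a male mouse left out, and 7 of 12 fits did not pass. For these lists, 15 of the 32 groupings gave as many past the threshold. For the pathway lists, 1 of 32 did, and 2 others gave 12. The groupings other than the real one gave a median of 6 of the 13 lists, so gene permutation also called many lists where the genotypes were mixed.
Of the 32 groupings, 1 gave as many peroxisomal transcripts, 1 as many transporters, 1 as many glutathione transcripts and 1 as strong a difference between segments, the real grouping in each case. The glutathione names were the paper's calls on these mice, and the number past the threshold was 21, against 15 with the liver covariate and 17 with the replicate block.
The liver score in males differed by between -2.51 and -1.76 with a male mouse left out, and 9 of 12 fits did not pass (exact permutation p from 0.0152 to 0.0801). The fat score in females differed by between 0.40 and 1.88 with a female mouse left out, and 1 fit passed (exact permutation p from 0.0281 to 0.797).
Of 95 results for named genes, 19 changed their side of the threshold under an alternative, 16 weaker and 3 stronger, and 76 did not. Of the 13 pathway lists taken singly, 8 were weaker under an alternative. DESeq2 gave no p for Cyp4a14, whose counts it set aside by Cook's distance. In transcripts with few counts, such as Gstp2 and Acsl6, the depth limits the size of the change that can be told.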

Differences from the paper's values

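No tests of a cause were made here. Log2 fold changes of 86 named genes were compared with the paper's supplementary tables, and 2 differed by more than the standard error here. The largest difference among the others, apart from genes with counts at the floor, was 0.48. The Cyp4a14 log2 fold change in males was 4.33 against the paper's value of 5.40 in its supplementary table. It was 5.38 with limma-voom, which is the method the paper states, and 5.42 with the replicate block. With a male mouse left out it was at most 5.57. All of these values were within the standard error of the paper's value. The other alternatives set before the data were examined gave values from 3.95 to 4.33, with no value from DESeq2, and the lowest with a male mouse left out was 4.09, and these did not close the gap.
The paper lists Gstt3 among the glutathione transcripts that were lower in cKOm mice. Its log2 fold change was -0.29 here, with an edgeR adjusted p of 0.0581. It passed the threshold in 9 of 33 alternatives, which were DESeq2, RLE normalization, 1 CPM in at least 6 kidneys, each sex fitted alone, adjustment within each sex, and the fits without cKOm replicate 5, Ctrlf replicate 4, Ctrlf replicate 5 and cKOf replicate 6. Its adjusted p ranged from 0.0146 to 0.245. Figure 4B places Slc4a9 among the transcripts lower in cKOf mice. Here its log2 fold change in females was 0.09 (edgeR adjusted p = 0.773), and 0 of 33 alternatives called it, with adjusted p values from 0.662 to 0.953. Its unadjusted p was 0.415.
The paper found no enrichment for fibrosis, while the fibrosis list written here had a score of -1.47 (adjusted p = 0.0260 by gene permutation). It was not past the threshold with genes ranked by log2 fold change, with the rotation test, with the liver covariate, or in 7 of the 12 fits that left out 1 male mouse. It was past it with camera (adjusted p = 0.00531 by limma), with the replicate block (adjusted p = 0.0227 by gene permutation), with at least 1 CPM in at least 6 kidneys (adjusted p = 0.0368 by gene permutation) and in the other fits that left out 1 male mouse. Figure 4D shows no significant enrichment of peroxisomal transcripts, while the list written here had an adjusted p of 0.0266 by gene permutation. The rotation test gave an adjusted p of 0.0842 and camera one of 0.0775 by limma, neither past the threshold. It also did not pass with genes ranked by log2 fold change (0.202) or in 4 of the fits that left out 1 male mouse.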

Other observations

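The tests of female RNA, of the loss or a smaller share of proximal tubule transcripts, of the NRF2 score against the proximal tubule score and of distal transporters against other distal transcripts were chosen only after the results were seen. The other tests were set before.
On the first principal component of all tested genes, which held 25.0% of the variance, the groups had means of -45.5 ± 9.43 in Ctrlm, -16.1 ± 6.05 in cKOm, 30.3 ± 4.65 in Ctrlf and 31.2 ± 3.14 in cKOf mice (SD, n = 6). To examine this, 584 sex-biased transcripts were called between Ctrlm and Ctrlf replicates 1 to 3, and a score was tested in the mice that had not been used to call them. The score of cKOm mice was higher than that of Ctrlm replicates 4 to 6 by 1.44 on the log2 scale (exact permutation test, p = 0.0119, the smallest that 6 mice against 3 allow). Over the 20 ways to choose the mice for the calls, the difference was 36.7% to 43.2% of the gap between the sexes (exact permutation p from 0.0119 to 0.0238). In females the difference was -0.01 (exact permutation test, p = 0.869). Of 195 sex-biased transcripts that differed between cKOm mice and these controls, 186 changed toward the female level. Female RNA in the cKOm libraries was tested by Xist, whose highest level in cKOm mice was 0.0444% of its mean in females. Female-biased transcripts rose by 0.54 (exact permutation test, p = 0.0119), which does not exclude a loss of proximal tubule transcripts, since a smaller share of these raises all others. Distal transcripts that are not transporters changed by 0.0825 in the same mice (exact permutation test, p = 0.167), and the rise of female-biased transcripts was larger by 0.45 (exact permutation test, p = 0.0119). With the liver score in the model, the difference was 1.18 (permutation p = 0.0238). Female RNA, liver RNA and a smaller share of proximal tubule RNA were thus not full explanations of the pattern. A hypothesis is that sex-biased expression in cKOm kidneys may move toward that of females, and it was found and tested on the same mice.
Liver transcripts varied between male kidneys, with a score of 3.39 ± 1.48 in Ctrlm and 1.40 ± 1.38 in cKOm mice (SD, n = 6, two-sided exact permutation test, p = 0.0303). In Ctrlm mice, 91.7% of their variance lay on 1 component, against a median of 43.3% and a highest value of 78.9% in 1000 random lists (gene permutation p = 0.001, the smallest they can give). RNA of liver tissue in some samples is a candidate explanation. The difference between the genotypes cannot be told apart from it.
Muscle transcripts varied between female kidneys. Of 20 such transcripts, 17 were highest in Ctrlf replicate 4, against 0.833 by chance, which is consistent with RNA of skeletal muscle in some samples. The muscle score differed by -0.22 between cKOf and Ctrlf mice (two-sided exact permutation test, p = 0.864). Colon transcripts were high in 4 kidneys, and 7 of 15 were highest in cKOm replicate 6. This does not tell RNA of large intestine from other sources.
The inflammation list was lower in cKOf mice, with a score of -2.05 by gene permutation, while the rotation test did not pass the threshold (adjusted p = 0.412). Ctrlf replicate 1 had an interferon score of 6.97, against a group mean of 4.16. Without it the inflammation score was -0.98 (adjusted p = 0.508 by gene permutation), so an interferon response in this mouse is a candidate explanation. No biological explanation was tested.
Some transcripts of chromosome 17 were near on or off between mice of the same group and were chosen after their values were seen. Rps18 ranged from 3.40 to 116 CPM and H2-Eb1 from 0.335 to 118 CPM. Gm10260 on chromosome 13, also chosen after its values were seen, varied the opposite way to Rps18 (r = -0.742). In Ctrlm replicate 1, Rps18 had 94.0 CPM and Gm10260 0.297. In Ctrlm replicate 2, they had 3.40 and 54.3 CPM. On or off counts of Rps18 are thus not shown to be on or off expression. Neither Rps18 nor H2-Eb1 differed between genotypes past the threshold. C4b, on chromosome 17 as well, was lower in cKO mice of both sexes. Its log2 fold change was -1.97 in males and -2.13 in females (edgeR adjusted p = 0.0192 and 0.0124). It did not vary closely with Rps18 (r = 0.0525), so it is not shown to belong to this pattern. Of the 50 transcripts that varied most closely with Rps18, 19 lay within 10 Mb of it, against 1.16 by chance and at most 12 around 1000 random genes (gene permutation p = 0.001, the smallest they can give). A strain variant carried by some mice is a candidate explanation, although the paper states an inbred strain.
Ctrlf replicate 4 and cKOf replicate 6 departed together from their groups, with r = 0.357 across genes, the highest of 276 pairs, and genes are not independent replicates. A shift toward short transcripts was tested by the correlation of the departure with transcript length, which was -0.29 in Ctrlf replicate 4, -0.44 in cKOf replicate 6 and -0.33 in Ctrlm replicate 5. By size these ranked 1 for cKOf replicate 6, 2 for Ctrlm replicate 5 and 3 for Ctrlf replicate 4 among the 24 kidneys. The test had asked for the 2 kidneys to be the most extreme, which they were not, and another kidney with this shift does not exclude it in them. The pattern cannot be told apart from a shift toward short transcripts. No biological explanation was tested.
The mean of NRF2 target transcripts fell by 0.16 in cKOm mice and was lower in 6 of 6 (two-sided exact permutation test, p = 0.00216). Without the members that differ between the sexes in controls, the difference was -0.28, and with RLE normalization it was -0.18 (two-sided exact permutation test, p = 0.00216 for each). The score minus the proximal tubule score rose by 0.36 (two-sided exact permutation test, p = 0.00216), so the fall is smaller than that of proximal tubule transcripts. A list that fell less, stayed flat or rose would also give this, so the test shows neither that fewer proximal tubule transcripts are the cause nor that they are not.
Distal transporter transcripts past the threshold were mostly higher in cKOm mice. The mean change over all listed distal transporters minus that of other distal transcripts was -0.0509 (two-sided exact permutation test, p = 0.271). The listed transporters went both ways, with 14 higher and 4 lower past the threshold. Their mean thus cannot tell whether the higher ones rose more than other distal transcripts. Podocyte transcripts rose by 0.19 (adjusted p = 0.0292 by exact permutation, above the control mean in 6 of 6 mice) and endothelial transcripts fell by 0.15 (adjusted p = 0.0216 by exact permutation, under it in 6 of 6). A smaller share of proximal tubule RNA in the sample would raise the transcripts of all other cells, and the fall of endothelial transcripts goes against it as the full explanation.
Neurog2 had no counts in any cKOm mouse and was at least 17.7-fold lower there than in Ctrlm mice, with no test of a cause. It also had 0 CPM in every Ctrlf and cKOf mouse.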
